# Cocaine-mediated circadian reprogramming in the striatum through dopamine D2R and PPARγ activation

**DOI:** 10.1038/s41467-020-18200-6

**Published:** 2020-09-07

**Authors:** Karen Brami-Cherrier, Robert G. Lewis, Marlene Cervantes, Yu Liu, Paola Tognini, Pierre Baldi, Paolo Sassone-Corsi, Emiliana Borrelli

**Keywords:** Circadian rhythms, Striatum, Reward

## Abstract

Substance abuse disorders are linked to alteration of circadian rhythms, although the molecular and neuronal pathways implicated have not been fully elucidated. Addictive drugs, such as cocaine, induce a rapid increase of dopamine levels in the brain. Here, we show that acute administration of cocaine triggers reprogramming in circadian gene expression in the striatum, an area involved in psychomotor and rewarding effects of drugs. This process involves the activation of peroxisome protein activator receptor gamma (PPARγ), a nuclear receptor involved in inflammatory responses. PPARγ reprogramming is altered in mice with cell-specific ablation of the dopamine D2 receptor (D2R) in the striatal medium spiny neurons (MSNs) (iMSN-D2RKO). Administration of a specific PPARγ agonist in iMSN-D2RKO mice elicits substantial rescue of cocaine-dependent control of circadian genes. These findings have potential implications for development of strategies to treat substance abuse disorders.

## Abstract (web summary)

Drugs of abuse have been shown to perturb circadian rhythms. Here, the authors show in mice that cocaine exposure modulates circadian gene expression in the striatum through a previously unappreciated pathway that involves dopamine D2 receptors and the nuclear receptor PPARγ.

## Introduction

A large variety of fundamental biological processes, ranging from the sleep-wake cycle and metabolism, to immune responses and behavior, is regulated by the circadian clock^1,2^. In mammals, the central clock is located in the suprachiasmatic nucleus (SCN) within the hypothalamus that is entrained by light as an external *zeitgeber* (time-giver)^3^. As master regulator of organismal circadian rhythms, the SCN is thought to orchestrate the phase of oscillation of extra-SCN clocks^4^. Peripheral clocks are present in virtually all organs and cells within the body and recent findings have revealed that clocks communicate in order to achieve systemic homeostasis^5,6^. Diverse environmental cues, such as feeding behavior, also act as robust *zeitgebers* for peripheral clocks in metabolic tissues through mechanisms that appear SCN-independent^7,8^. From a molecular standpoint, the circadian clock drives oscillations in expression of a large number of genes through transcriptional-translational feedback loops composed of cycling activators and inhibitors^9^.

Drugs of abuse have been shown to induce severe perturbation of circadian rhythms^10–12^, such as disruption of the sleep/wake cycle, eating habits, blood pressure, hormone secretion and body temperature^13,14^. Importantly, desynchronization of circadian rhythms has been linked to the switch from recreational consumption to addictive behavior^15^. Cocaine, as well as other psychoactive drugs, affects the function of brain circuits such as the basal ganglia by increasing neurotransmitter release to the medium spiny neurons (MSNs), which are the principle striatal neurons and the striatum’s only output neurons. This is the case for cocaine-mediated activation of dopamine (DA) signaling in MSNs that leads to long-term adaptations of cellular programs and behavioral responses^16,17^. Importantly, there are indications that DA signaling impacts central and peripheral circadian rhythms^18,19^. In the striatum, DA levels oscillate in a circadian manner^20,21^ and are involved in the regulation of the neuronal circadian clock gene expression^22,23^. To date, however, characterization of the molecular mechanisms by which drugs of abuse alter circadian rhythms in a tissue-specific manner remains incomplete.

Under physiological conditions, the endogenous clocks coordinate transcriptional and metabolic cycles in distinct organs^7,8^. The capacity of peripheral clocks to be highly flexible through transcriptional and metabolic reprogramming is highlighted by experiments involving nutritional challenges such as fasting, high fat diet, ketogenic diet or caloric restriction^24–26^. It is unclear whether neuronal clocks are capable of similar reprogramming. We hypothesized that the short and long-term adaptation of neuronal circuits in response to cocaine would involve changes in circadian rhythmicity within the ventral striatum and in particular the Nucleus Accumbens (NAcc).

Our recent findings show that D2R-mediated signaling in MSNs critically modulates striatal responses to cocaine^27,28^. These results indicate that D2R signaling plays a critical role in the mechanisms by which drugs of abuse affect striatal physiological responses. Thus, we explored how the circadian program of striatal neurons is influenced by acute administration of cocaine in WT mice and in mutants with D2R ablation exclusively in D2R-expressing MSNs (iMSN-D2RKO mice)^27,29^. Our results show that cocaine induces a drastic reprogramming of the diurnal transcriptome in the NAcc. There is a remarkable difference in the number, type and cycling profiles of cocaine-driven oscillatory genes in iMSN-D2RKO mice. Using combined metabolomic and transcriptomic approaches, we show that D2R in iMSNs contributes to cocaine-induced activation of peroxisome protein activator receptor gamma (PPARγ), a nuclear receptor implicated in inflammatory responses^30,31^. PPARγ drives a significant fraction of de novo cocaine-induced transcriptional response, which is impaired in the absence of D2R signaling in iMSNs. Pharmacological activation of PPARγ by pioglitazone^32^ in iMSN-D2RKO mice leads to restoration of the cocaine-induced profile of circadian gene expression. Our findings unveil a D2R signaling-PPARγ connection in circadian regulation linked to cocaine-mediated rewiring in striatal neurons.

## Results

### Response of core clock genes to cocaine in both WT and iMSN-D2RKO mice

We previously reported that iMSN-D2RKO mice display reduced motor activity in basal conditions^29^ and absence of cocaine-induced hyperlocomotion^27^. We sought to study the effects of cocaine in WT and iMSN-D2RKO mice by analyzing circadian motor activity along the daily cycle, four days before and four days after acute cocaine administration (Fig. 1a, b). Circadian motor activity was quantified as infrared beam breaks per minute at each circadian time in mice housed in home cages. Interestingly, acute cocaine does not affect the diurnal pattern of locomotor activity either in WT or iMSN-D2RKO mice, indicating that D2R deletion in iMSNs does not alter the physiology and function of the SCN central clock (Fig. 1c). Nevertheless, circadian motor activity of iMSN-D2RKO mice was decreased with respect to WT mice in the active phase before (*p* < 0.0001) and after (*p* = 0.0004) cocaine administration (Fig. 1d, e), consistent with results obtained in non-circadian behavioral settings^27,29,33^. To determine the effect of cocaine challenge on the striatal expression of clock genes, WT and iMSN-D2RKO mice received an intraperitoneal (i.p.) injection of either cocaine (Coc 20 mg kg^−1^) or saline (Sal), shortly after the beginning of the resting phase (zeitgeber time, ZT3). Animals from both groups were sacrificed every 4 h (*n* = 5 or 6/time point) and tissue punches from the NAcc collected at six time points to cover the full circadian cycle (Fig. 1f). To investigate the direct effect of cocaine in the NAcc of WT and iMSN-D2RKO mice on the core-clock machinery, we analyzed the expression of *Bmal1, Cry1, Dbp* and *Per1* in saline and cocaine-treated mice (Fig. 1g). We observed a significant effect of time for all tested core-clock genes (*p* ≤ 0.0005), indicating that expression of all genes follows the typical circadian cycle in both genotypes. There was no substantial alteration in the expression profiles of these clock genes upon cocaine treatment (*Bmal1*: *p* = 0.7389; *Cry1*: *p* = 0.7529; *Per1*: *p* = 0.6765), as well as a clock output gene, as exemplified by *Dbp* expression profile (*p* = 0.1495) (see Supplementary Table 1). A slight but nevertheless significant difference was found in *Per1* expression level between WT and iMSND2RKO mice (*p* = 0.0022). Thus, acute cocaine treatment, whether in the presence or absence of D2R in iMSNs, does not alter the rhythmic expression of this group of circadian genes.

**Fig. 1:**
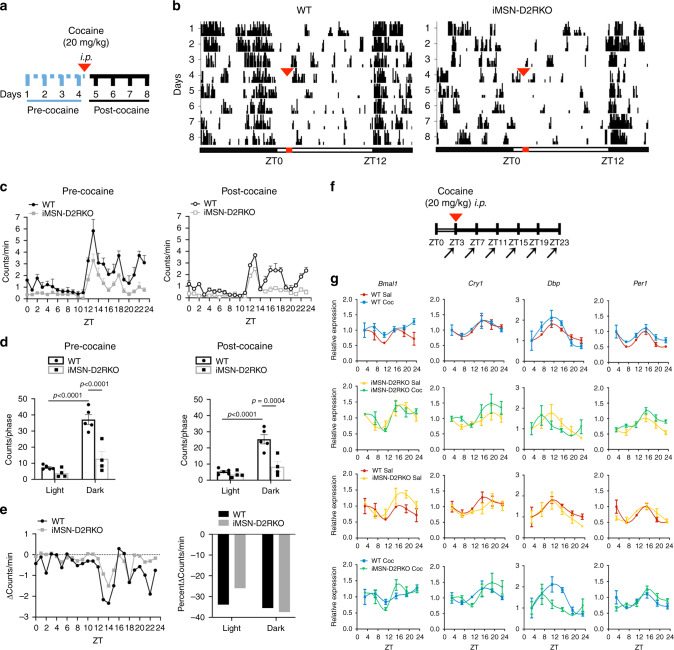
Effects of acute cocaine on circadian clock genes. **a** Schematic of the experimental design in **b**. **b** Actograms of 24 h locomotor activity in 12h-Light/12h-Dark cycles in WT (*n* = 5) and iMSN-D2RKO mice (*n* = 4) during the 4 days preceding and following cocaine administration. Cocaine (20 mg kg^-1^, i.p.) was given once at ZT3 on day 4 (red arrowheads in 1a and 1b). **c** Locomotor activity analyses from b in WT (circles) and iMSN-D2RKO (squares) mice. Graphical representation of the number of beam breaks/min/circadian time (ZT) during the days preceding (Pre-Cocaine; left) or following cocaine injection (Post-Cocaine; right). **d** Total beam breaks per phase in WT (circles) (*n* = 5) and iMSN-D2RKO (squares) (*n* = 4); inactive phase (Light), active phase (Dark), Pre-cocaine (two-way ANOVA, Genotype: F_(1, 14)_ = 27.31, *p* = 0.0001; Time: F_(1, 14)_ = 52.41, *p* < 0.0001; Interaction: F_(1, 14)_ = 15.20, *p* = 0.0016) and Post-cocaine (two-way ANOVA, Genotype: F_(1, 14)_ = 18.15, *p* = 0.0008; Time: F_(1, 14)_ = 31.86, *p* < 0.0001; Interaction: F_(1, 14)_ = 12.01, *p* = 0.0038). Tukey’s multiple comparison test *p*-values as indicated. **e** Left: The mean change in counts/min at each time point in pre-cocaine vs post-cocaine time in WT (circles) and iMSN-D2RKO (squares). Right: same as e) *left*, but represented as percent change during the light (ZT0-11) and dark (ZT12-23) phases. **f** Schematic of the circadian experimental design in g. Mice were injected with cocaine (20 mg kg^−1^, i.p) at ZT3 and NAcc samples were collected every 4 h following cocaine injection at ZT 3, 7, 11, 15, 19 and 23 (arrows). **g** Expression of core clock and clock-controlled genes: *Bmal1, Cry1, Dbp*, and *Per1* in WT saline (Sal; red circles) or cocaine (Coc; blue squares) and iMSN-D2RKO (Sal; yellow upward triangles) or (Coc; green downward triangles) analyzed by quantitative real-time PCR (*n* = 3/genotype) (three-way ANOVA*;* For statistics see Supplementary Table 1). Data are presented as mean values ± SEM.

### Reprogramming of the striatal circadian transcriptome by cocaine

Cocaine intake induces an increase of DA accumulation in the synaptic cleft through blockade of the DA transporter prolonging activation of postsynaptic neurons^34,35^. The dopaminergic mesolimbic pathway connecting the ventral tegmental area to the NAcc and cortex is critically involved in the effects of drugs of abuse^36^.

To analyze the acute cocaine-dependent genome-wide rhythmicity, RNAs were extracted from NAcc punches from brains harvested every four hours throughout a full circadian cycle (Fig. 1f) and processed for RNA-seq analyses. 

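The NAcc is the ventral part of the striatum. WT mice were killed at ZT3, ZT7, ZT11, ZT15, ZT19 or ZT23 and had received saline or 20 mg/kg cocaine at ZT3. Each group held 3 libraries. The 3 libraries of ZT3 are listed with identical values in the saline and the cocaine series, so both series of 18 libraries share them. In all, 33 WT libraries were analysed. The authors sequenced poly(A) RNA as stranded single-end reads, aligned the reads to the mouse genome mm10 and estimated expression with Cufflinks. They put the libraries on one scale with Cuffnorm and gave FPKM, fragment numbers scaled to transcript length and to the mapped fragments, for 24138 genes. Read counts were not analysed here, and the number of reads behind a value is unknown. The FPKM of a library summed to between 374375 and 398119 at ZT3, with a median of 391030. After ZT3 the sums lay between 371897 and 410608 in saline (median 397371, 15 libraries) and between 364078 and 458223 in cocaine (median 392610, 15 libraries). From 12625 to 13028 genes of a WT library reached 1 FPKM. A rough relative depth came from 1363 genes listed above 0 in 3 to 15 libraries and under 1 FPKM in all. A gene effect and a library effect were fitted by medians to their log2 FPKM above 0. The inverse of the library effect was taken as depth, and 45.1% of these values lay within 5% of the fit. Relative to the median of all libraries, depth ran from 0.986 to 1.18 at ZT3, from 0.622 to 1.25 in saline and from 0.436 to 1.76 in cocaine. Libraries of the same group differed mainly along 1 axis, which held 43.6% of the variance within groups over 9584 genes with a mean FPKM above 5. On this axis, 13 of the 66 libraries of both genotypes scored between 44.3 and 56.1, and the other 53 scored between -35.9 and 15.1. Of the WT libraries, 6 were among the 13, namely 2 of each treatment at ZT19 and 1 of each treatment at ZT23. Results are therefore also given without these 13 set-apart libraries and with the library score removed, by a slope per gene on log2(FPKM + 1) fitted within groups. Both settings were chosen after the data were examined.

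**Figure D1:**
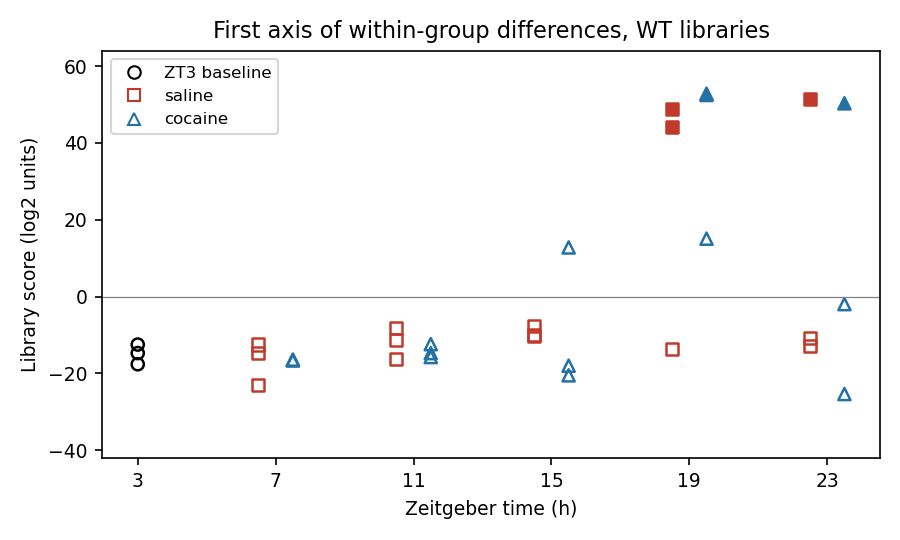
Score of each of the 33 WT libraries on the first axis of the differences within groups (vertical axis, log2 units) against zeitgeber time in hours. Circles are the ZT3 baseline, squares saline and triangles cocaine, and the 6 filled symbols at ZT19 and ZT23 are the set-apart libraries, with scores of at least 44.3.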

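JTK_CYCLE compares the order of the values of a gene over time with the order given by cosine curves, and takes its p-value from the exact distribution of that statistic. Its rules were applied to the FPKM of each series of 18 libraries. At a sampling interval of 4 h, periods of 20 and 24 h were tested with phases every 2 h. The smallest exact p of a gene was Bonferroni-corrected over the 11 pairs of period and phase, and a gene was called rhythmic at a corrected p-value under 0.01. An exact p given below for the rhythm of a gene is this corrected value. At each time point, Dixon's test left out at most 1 of the 3 replicates of a gene. Among critical values for 90, 95 and 99% confidence, that for 95% gave the replicate number listed in the source data of Fig. 2a most often. It did so at 99.9% of 7128 combinations of gene and time point in saline and at 99.8% of 4752 in cocaine. The copy of this table used here holds 1194 of the paper's 17065 genes, and 1188 of them were matched by symbol. Among these, the table lists 111 genes as rhythmic in saline and 80 in cocaine, and the same 111 and 80 were called here. Genes with at least 1 FPKM in at least 1 library of the compared series were tested, which left 14405 of 20244 expressed genes for the WT series. Phases are counted in hours from ZT3, the first time point, so that a phase of 6 h stands for a peak at ZT9. In simulated data, 98% of 200 genes given a rhythm with an amplitude of 1 on the log2 scale were called. So were 0.662% of the 13740 other genes. Weaker rhythms were not tried, and the noise was independent between genes and libraries. Libraries of the same group differ along a shared axis that this noise lacks, so both shares need not hold for the real series.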

Rhythmic transcripts were identified using the non-parametric test JTK_CYCLE^37^, an algorithm that includes Bonferroni-adjusted multiple comparisons and incorporates a window of 20-28 h for the determination of diurnal periodicity. Out of a combined 2314 cycling transcripts identified, 1157 (50%) were rhythmic only in the saline condition. 

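Here, 1380 of 14405 genes were rhythmic in the saline series of WT mice and 1090 in the cocaine series, 2179 together. Of these, 1089 were called in saline only. The saline count was 208 when replicate 2 of every group was left out and 3355 at a corrected p-value under 0.05. The number of rhythmic genes in saline was 713 without ZT19, 903 without the 13 set-apart libraries and 1012 with the library score removed. Of the 1380 genes, 481 were also called without the 13 libraries and 533 with the score removed. A gene that misses the threshold in 1 series need not differ between the series. Of the 1089 genes, 24.2% had an exact p under 0.05 in cocaine, which shares the ZT3 libraries, against 11.7% of the 12226 genes called in neither series. The clock gene Per2 (XLOC_000947, chromosome 1 from 91415977 to 91459351 of GRCm38, the assembly also called mm10) had a mean of 9.04 ± 1.19 FPKM at ZT7 and 23.9 ± 3.24 at ZT15 in saline (SD, n = 3; exact p = 1.43e-06, phase 14 h). Its exact p was 6.22e-05 with the score removed and 8.24e-05 without the 13 libraries. In cocaine, Per2 again peaked at a phase of 14 h, but its 3 replicates at ZT15 spread widely, at 27.5 ± 18.2 FPKM, and it was not called (exact p = 0.0296). With the score removed, the exact p of Per2 in cocaine was 0.00140, past the threshold. Further genes with small p-values in saline were D030056L22Rik (XLOC_010437, chromosome 19 from 18713235 to 18718429) and Abcb8 (XLOC_015702, chromosome 5 from 24393681 to 24412759). D030056L22Rik rose from 14.2 ± 0.618 FPKM at ZT11 to 21.1 ± 2.36 at ZT19 (exact p = 1.51e-06, n = 3), and Abcb8 fell from 28.2 ± 2.19 FPKM at ZT7 to 13.3 ± 8.53 at ZT19 (exact p = 3.78e-06, n = 3). Without the 13 libraries, the exact p-values were 1.33e-04 and 2.63e-05. Both genes were rhythmic in cocaine as well, with exact p-values of 0.00533 and 0.00255.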

An additional 294 (~13%) were cycling in both saline- and cocaine-treated mice and, notably, 863 (~37%) de novo oscillating transcripts were identified upon cocaine challenge (Fig. 2a). 

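Both WT series shared 291 rhythmic genes, against 104 for independent lists of these sizes, a ratio of 2.79. Because the series have their ZT3 libraries in common, the overlap was also computed in 100 draws in which the later libraries were reassigned to time points at random. The draws shared 1 gene at the median and 17 at the most, and their summed overlap was 1.14 times the number expected. Without the ZT3 libraries, the ratio of shared to expected genes was 2.98. It was 2.97 without the set-apart libraries, with 63 genes shared, and 3.44 with the library score removed, with 243 genes shared. The shared genes numbered 126 without ZT11, 102 without ZT19 and 107 without ZT23, and between 20 and 88 with 1 replicate left out. In cocaine only, 799 genes were called, of which 29.7% had an exact p under 0.05 in saline, against 14.2% of the genes called in neither series. The 1090 genes rhythmic in cocaine became 1873 without ZT15, 485 without ZT19 and 588 without ZT23. They were 338 without the set-apart libraries, 248 of them among the 1090, and 1000 with the score removed, 477 of them among the 1090. Arhgap44 (XLOC_003651, chromosome 11 from 65002039 to 65162972) had the smallest p-value in cocaine, with a mean of 30.7 ± 0.487 FPKM at ZT7 and 45.4 ± 5.24 at ZT19 (SD, n = 3; exact p = 1.74e-07). Its exact p in saline was 1, and in cocaine it was 0.525 with the score removed, 4.41e-06 without the set-apart libraries and 0.0499 without replicate 1. Casp9 (XLOC_014782, chromosome 4 from 141793612 to 141815978) had a mean of 9.32 ± 0.368 FPKM at ZT11 and 5.20 ± 0.252 at ZT19 in cocaine (SD, n = 3; exact p = 3.87e-06). For Casp9 the exact p was 6.80e-05 with the score removed, 6.16e-04 without the set-apart libraries and 0.0981 in saline.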

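Of the 291 genes rhythmic in both WT series, 150 had the same phase in saline and in cocaine, 272 had phases at most 2 h apart and 286 at most 4 h apart. In saline, 27.8% of them had a phase of 6 to 8 h and 44.7% a phase of 16 to 18 h, and in cocaine these shares were 34.4% and 43.0%. Per3 (XLOC_015579, chromosome 4 from 150997018 to 151044707) was among them, with phases of 12 h in saline and 10 h in cocaine (exact p = 6.22e-05 and 1.15e-04). Its mean rose from 8.17 ± 0.830 FPKM at ZT3 to 13.7 ± 0.552 at ZT15 in saline and from 7.86 ± 0.181 at ZT23 to 19.5 ± 10.9 at ZT15 in cocaine (SD, n = 3). Its exact p without the set-apart libraries was 1.33e-04 in saline and 0.00301 in cocaine, and without ZT7 it was 0.0121 in cocaine. Arntl (XLOC_019094, chromosome 7 from 113178471 to 113314126), the gene the paper calls Bmal1, had phases of 19 h and 20 h (exact p = 1.90e-04 and 3.07e-04). Its mean was lowest at ZT11 (8.29 ± 0.437 FPKM in saline, 8.96 ± 0.550 in cocaine, SD, n = 3) and highest at ZT19 (15.0 ± 2.08 and 19.4 ± 6.00). Without the set-apart libraries the exact p of Arntl was 9.81e-04 and 0.00501, and in saline it was 0.0121 without ZT7 and 0.0187 without ZT11. Tmem100 (XLOC_003048, chromosome 11 from 90030348 to 90036508) was an exception, with phases of 0 h in saline and 18 h in cocaine (exact p = 3.31e-05 and 1.15e-04). Its phase in saline became 11 h without ZT3, without ZT23, without replicate 1 or without the set-apart libraries, and its phase in cocaine became 9 h without the set-apart libraries.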

The phases of oscillation of genes diurnal in both conditions were similar (Fig. 2b, c). 

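Among the genes rhythmic in only 1 of the WT series, phases fell into 2 ranges about 12 h apart. A phase of 6 to 8 h, which is ZT9 to ZT11, was found for 332 of the 799 cocaine-only genes (41.6%) and for 180 of the 1089 saline-only genes (16.5%). A phase of 16 to 18 h, which is ZT19 to ZT21, was found for 37.9% and 52.8%. Once the library score was removed, the share at 6 to 8 h was 44.3% of 757 cocaine-only genes and 15.0% of 769 saline-only genes, and that at 16 to 18 h was 25.9% and 36.5%. Without the 13 libraries, the shares at 6 to 8 h were 33.5% and 8.69%, and without ZT19 they were 18.3% and 10.8%. Leaving out replicate 2 reversed the order, to 22.1% in cocaine and 22.8% in saline. That setting leaves only set-apart libraries, replicates 1 and 3, in cocaine at ZT19. In 10 of 100 permutations that swapped libraries between the treatments within each time point, the difference between both shares was as large as the 25.0 percentage points found.

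**Figure D2:**
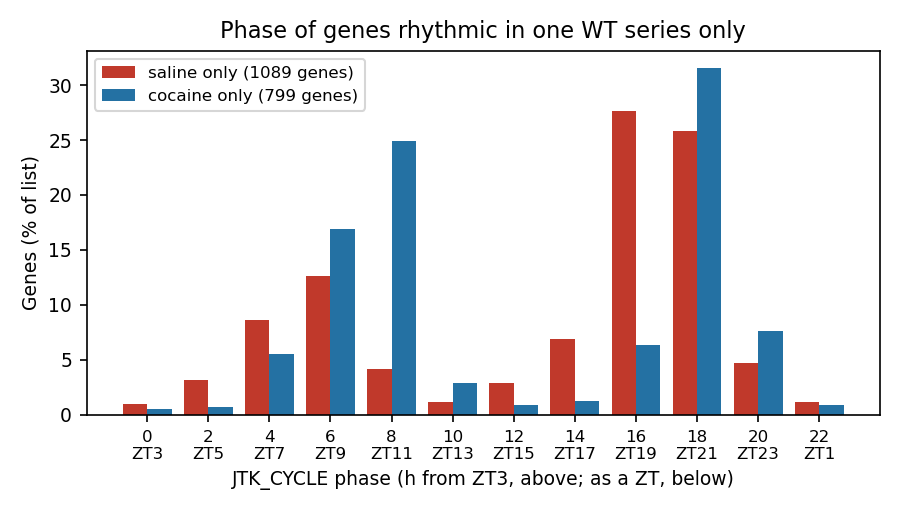
Share of the genes rhythmic in saline only (1089 genes) and in cocaine only (799 genes) at each JTK_CYCLE phase, in hours from ZT3 and as zeitgeber time. Bars are percent of each list; 41.6% of the cocaine-only and 16.5% of the saline-only genes lie at 6 to 8 h.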

The newly cocaine-induced oscillating transcripts display a peak at around ZT7, which is absent in saline condition. Moreover, 13% of the common oscillating genes showed a decrease in amplitude, while 35% displayed an increase upon cocaine treatment with respect to saline conditions (Fig. 2d). Thus, the circadian program of cycling genes in the NAcc is profoundly modified upon acute cocaine administration.

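The amplitude of JTK_CYCLE, in FPKM, was compared for the 291 shared genes, and a gene was called changed when its amplitudes differed by more than 1.2 times. By this limit 54.3% had a higher and 13.4% a lower amplitude after cocaine, and the median ratio of cocaine to saline was 1.23. The shares depend on the limit, being 29.9% and 6.53% at 1.5 times and 72.9% and 27.1% when any difference counted. They were 57.1% and 22.2% of 63 genes without the set-apart libraries and 57.2% and 14.4% of 243 genes with the score removed. Without replicate 3 the order was reversed, with 30.7% of 88 shared genes higher and 36.4% lower. When libraries were swapped between the treatments within time points, 14 of 100 permutations gave a share of higher amplitudes as large. The amplitude of Dbp (XLOC_018759, chromosome 7 from 45705100 to 45710203) was 29.9 FPKM in saline (exact p = 0.00755) and 63.3 in cocaine (exact p = 0.00173). Its lowest mean, at ZT23, was 99.5 ± 53.6 FPKM in saline and 80.8 ± 20.1 in cocaine (SD, n = 3), while the highest means were 181 ± 32.1 and 184 ± 25.8. Nr1d1 (XLOC_003970, chromosome 11 from 98767932 to 98775377) had amplitudes of 6.84 and 15.1 FPKM (exact p = 0.00371 and 1.90e-04). Neither was called in cocaine without the set-apart libraries (exact p = 0.0295 for Dbp and 0.0128 for Nr1d1), and Dbp was not called in saline (exact p = 0.0128). With each replicate or time point left out in turn, the largest exact p of Nr1d1 was 0.208 in saline and 0.0286 in cocaine, and that of Dbp was 0.300 and 0.134.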

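Whether the rhythm of a gene differs between the treatments was tested directly with limma on log2(FPKM + 1), a scale that understates the change of genes with low FPKM. The model held the cosine and sine of a 24 h cycle in each treatment, over the 15 saline and 15 cocaine libraries after ZT3. At a Benjamini-Hochberg adjusted p-value under 0.05, 0 of 14392 genes differed in rhythm, and 198 had an unadjusted p-value under 0.05. In simulated data with 13971 genes, rhythms of 200 genes were altered by an amplitude of 1 on the log2 scale. The limma test found 178 of them, and smaller changes were not tried. The noise was drawn independently for each gene and library, without the axis along which libraries of a group differ. The share found therefore need not hold for the real libraries. The mean level over all time points differed for 0 genes, and for 365 at an unadjusted p-value under 0.05. Without the set-apart libraries, 1 gene differed in level. At ZT7, 4 h after the injection, 1 of 14643 genes differed between cocaine and saline, and 265 had an unadjusted p-value under 0.05. It was Tagap, named after its values were seen, with a mean of 0.273 ± 0.0510 FPKM in saline and 0.957 ± 0.465 in cocaine (SD, n = 3) and a log2 fold change of 0.59 (standard error 0.11). It was higher in 3 of 3 libraries, with an adjusted p of 0.0355 from limma that ranged from 0.00654 to 1 over the alternatives. No gene at ZT7 was called with a pseudocount of 0.1 or from the 6 libraries alone, and 3 were with the library score as a covariate. Immediate early genes, a list of 16, had a median log2 fold change of 0.10 at ZT7, 10 glucocorticoid-induced genes one of 0.13 and 18 clock genes one of 0.07. Adjusted over the list alone, 0 genes of each list differed, as over all genes, and unadjusted p-values under 0.05 were found for 1, 0 and 0 genes. The paper reasons from the genes that cycled under 1 treatment only, the extra peak after cocaine and the altered amplitudes. From these it concludes that a single cocaine injection changes the program of cycling genes in the NAcc profoundly.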

**Fig. 2:**
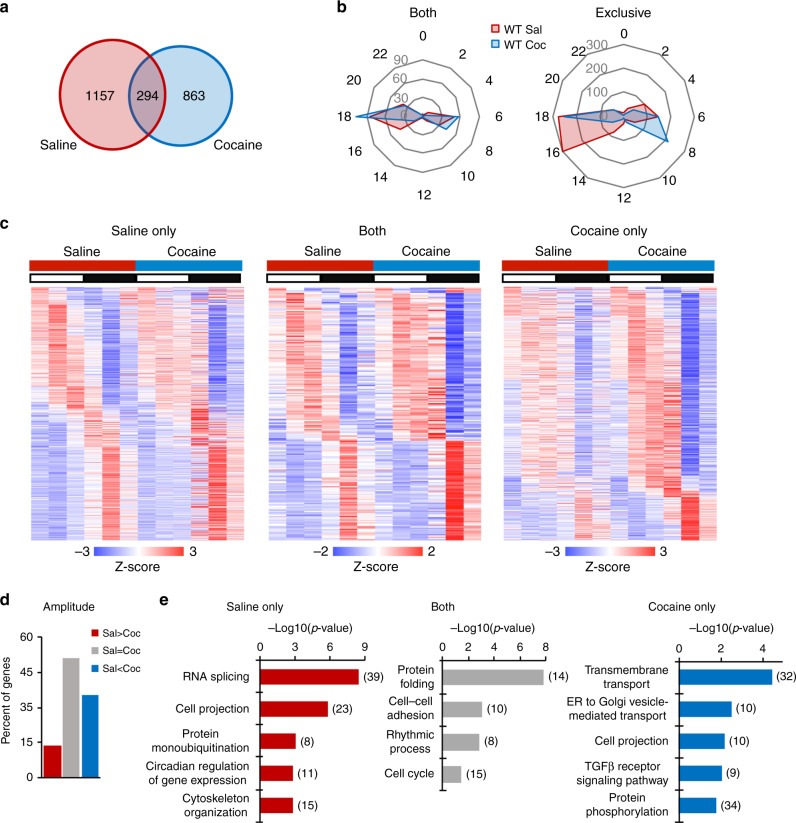
Cocaine rewires the striatal circadian transcriptome in WT mice. **a** Venn diagram representing the striatal rhythmic genes in saline and cocaine treated WT mice (*n* = 3, JTK_Cycle, cutoff *p* < 0.01). **b** Radar plots representing the phase analysis of genes whose expression is circadian in both saline (Sal) and cocaine (Coc) treated mice (left) and genes exclusively circadian in saline or cocaine conditions (right). **c**, Heat maps representing genes significantly circadian (*n* = 3, JTK_cycle, cutoff *p* < 0.01) in saline- (left), in cocaine-treated mice (right) and commonly circadian in saline and cocaine treated mice (middle). White and black bars indicate the light (ZT3, 7, 11) and dark (ZT15, 19, 23) timepoints respectively. **d** Amplitude analysis of striatal transcripts rhythmic in both saline (Sal) and cocaine (Coc) injected mice. The percentage of genes with amplitude higher, lower or equal to saline condition is reported. **e** DAVID Gene Ontology Biological Process analysis of circadian genes oscillating in saline only (left), both (middle) and cocaine only (right). Bar charts represent the -Log10(*p*-value) of each enriched term. The number of genes identified in each pathway is shown in parenthesis.

Pathway analyses were performed using Database for Annotation, Visualization and Integrated Discovery (DAVID) (Fig. 2e) and Reactome (Supplementary Fig. 1a–c). Both approaches identified analogous pathways in the common rhythmic transcripts between saline- and cocaine-treated NAcc. Gene Ontology (GO) annotation revealed clusters in the protein folding and rhythmic process pathways in both treatments. 

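The Gene Ontology and Reactome terms were not analysed here. In their place, 7 gene families were defined by gene symbols and compared with 9 lists of rhythmic genes by Fisher's exact test (two-sided). The 63 p-values were adjusted together, and 7 stayed under 0.05, with 14 under 0.05 before adjustment. The setting that moved this most was leaving out replicate 1, with 0 calls, while 11 were found without ZT19, without the set-apart libraries and with the library score removed. Chaperones and co-chaperones made up 18 of the 291 genes rhythmic in both WT series and 111 of the 14405 genes tested (odds ratio 9.94, adjusted exact p = 5.14e-10). After removal of the library score they were 19 of 243 genes (odds ratio 12.9, adjusted exact p = 2.13e-12). The call was lost without the set-apart libraries, with 3 of 63 genes (odds ratio 6.59, adjusted exact p = 0.0639), and without replicate 1 or replicate 3, with 0 and 1 chaperone genes. Chordc1 (XLOC_021686, chromosome 9 from 18292267 to 18314000), a co-chaperone gene, was among the 18 and rose from 19.1 ± 1.56 FPKM at ZT11 to 38.4 ± 7.52 at ZT19 in saline (SD, n = 3; exact p = 9.12e-06). In cocaine it rose from 18.7 ± 1.12 at ZT7 to 50.8 ± 11.5 at ZT19 (SD, n = 3; exact p = 7.55e-04). Its log2 FPKM was 0.71 higher in the set-apart libraries than in the others of their groups, and its exact p in cocaine was 0.0106 with the score removed and 0.0295 without these libraries. Of 18 clock genes, 4 were rhythmic in both series, namely Per3, Arntl, Nr1d1 and Dbp (odds ratio 14.0, adjusted exact p = 0.00629). With the score removed there were 8 (adjusted exact p = 3.67e-09), without the set-apart libraries 3 (adjusted exact p = 0.00193), and without replicate 3 there were 0.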

The saline-only specific circadian transcripts were enriched in RNA splicing, cell projection, and protein monoubiquitination pathways. Conversely, the cocaine-only specific transcripts were highly enriched in the transmembrane transport, ER to Golgi vesicle mediated transport and cell projection pathways (see Fig. 2e and Supplementary Fig. 1a, b). These results highlight the effect of a single, acute cocaine challenge on circadian function in the NAcc.

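Splicing factor genes made up 21 of the 1089 saline-only genes and 132 of the 14405 genes tested (odds ratio 2.34, adjusted exact p = 0.0130). The call was not kept without ZT19, with 6 of 611 saline-only genes (odds ratio 1.08, adjusted exact p = 1). With the library score removed, 12 of 769 genes were splicing factor genes (odds ratio 1.77, adjusted exact p = 0.369), and without the set-apart libraries 15 of 840 (odds ratio 2.09, adjusted exact p = 0.0639). Leaving out 1 replicate gave odds ratios between 1.22 and 1.45, without a call. Among the cocaine-only genes, 8 were splicing factor genes (odds ratio 1.10). Genes of cell projections and of protein monoubiquitination were not analysed here.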

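Solute carrier genes, which encode membrane transporters, made up 21 of the 799 cocaine-only genes and 264 of the 14405 tested (odds ratio 1.48, exact p = 0.101, adjusted exact p = 0.335). Over the settings tried, the smallest adjusted exact p was 0.135, without replicate 3. Genes of the coats and tethers that carry vesicles from the ER to the Golgi numbered 4 of 799 and 72 of 14405 (odds ratio 1.00, adjusted exact p = 1). Among the saline-only genes there were 12 of them (odds ratio 2.46, adjusted exact p = 0.0755).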

### Cocaine-driven circadian reprogramming is dependent on D2 receptors

Both D1R- and D2R-mediated signaling play a fundamental role in the psychomotor and rewarding properties of cocaine^38^. Importantly, mice carrying selective ablation of D2R in the iMSNs display impaired cellular and motor response to acute cocaine administration^27^. 

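In iMSN-D2RKO mice, the D2R is deleted from the neurons of the striatal indirect pathway and not from other cells, so Drd2 mRNA can remain in the NAcc. The paper cites earlier work for the loss of the receptor. It used binding of a D2R ligand in striatal extracts and in situ hybridization with probes for exon 2. FPKM per gene do not separate exons, so mRNA left in these neurons cannot be excluded. Drd2 (XLOC_021915, chromosome 9 from 49340360 to 49408177) was measured first, in every library. Its FPKM ranged from 99.1 to 304 in the 33 libraries labelled WT, with a median of 129, and from 78.0 to 375 in the 33 labelled iMSN-D2RKO, with a median of 112. In the saline series it was 139.9 ± 47.4 FPKM in libraries labelled WT and 149 ± 87.6 in those labelled iMSN-D2RKO (SD, 18 libraries each). The log2 difference was -0.02 (standard error 0.17, adjusted p = 0.978 from limma with time point as a factor), and 12 of 18 libraries labelled iMSN-D2RKO lay below the WT mean of their time point. In the cocaine series after ZT3 it was 163 ± 59.6 and 139.9 ± 66.3 (SD, 15 libraries each), with a log2 difference of -0.25 (standard error 0.19) and 12 of 15 libraries lower. The unadjusted limma p of this difference was 0.185. Drd2 was higher in the set-apart libraries of both genotypes, from 193 to 304 in WT and from 171 to 350.4 in iMSN-D2RKO. Removing the score by a covariate in limma gave a log2 difference of -0.05 in saline (adjusted p = 0.859) and -0.27 in cocaine (adjusted p = 0.240, unadjusted p = 0.00353). Leaving out the set-apart libraries gave -0.10 (limma adjusted p = 0.708) and -0.31 (limma adjusted p = 0.514, unadjusted p = 0.0122). In these 2 settings, chosen after the data were seen, Drd2 was lower in cocaine and not clearly in saline. In cocaine the difference was -0.04 both without ZT19 and without replicate 3. Replicate 1 of iMSN-D2RKO saline ZT7, at 375 FPKM, is not set apart and stays in the saline fits of these settings. The contrast between saline and cocaine may therefore rest on this library. Over all libraries that are not set apart, the median of Drd2 was 121 FPKM in WT and 107 in iMSN-D2RKO. The genotype of a library is taken from its label. Each group again held 3 libraries, with the 3 ZT3 libraries listed in both series. The FPKM of a library summed to between 390652 and 416003 at ZT3, between 381489 and 690048 in saline (median 402195) and between 376165 and 411110 in cocaine (median 398288). The sum of 690048 belongs to replicate 1 of saline ZT7, in which 12496 genes reached 1 FPKM and Drd2 was 375 FPKM. Relative depth lay between 0.895 and 0.986 at ZT3, between 0.386 and 1.25 in saline and between 0.645 and 1.19 in cocaine. The set-apart libraries of this genotype numbered 7, with 1 at ZT15, 2 at ZT19 and 1 at ZT23 in saline and 1 each at ZT7, ZT15 and ZT23 in cocaine.

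**Figure D3:**
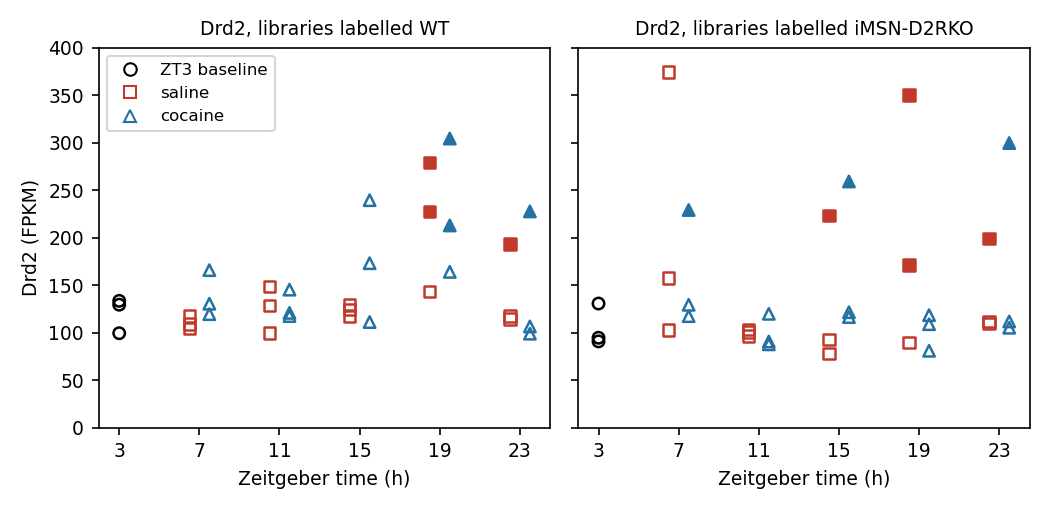
FPKM of Drd2 in each library (vertical axis) against zeitgeber time in hours, for the libraries labelled WT (left) and iMSN-D2RKO (right). Circles are the ZT3 baseline, squares saline and triangles cocaine; filled symbols are the 13 set-apart libraries, which reach from 171 to 350.4 FPKM.

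**Figure D4:**
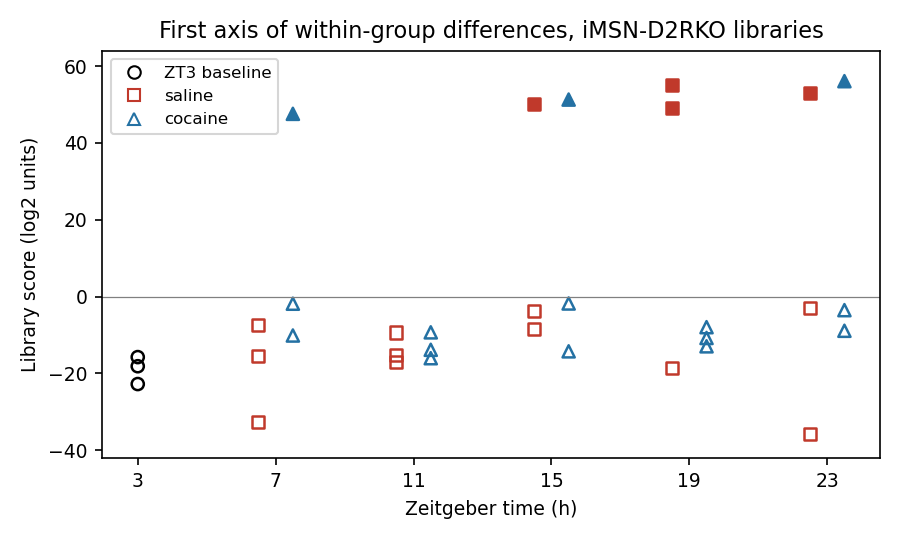
Score of each of the 33 iMSN-D2RKO libraries on the first axis of the differences within groups (vertical axis, log2 units) against zeitgeber time in hours, with symbols for the ZT3 baseline, saline and cocaine. The 7 filled symbols are set-apart libraries, with scores of at least 44.3, and 0 of them lie in cocaine at ZT19.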

To determine the role of D2R-mediated signaling in the regulation of circadian gene oscillation in the NAcc, iMSN-D2RKO mice were treated with saline or cocaine (as shown in Fig. 1f), as previously described for their WT counterparts. RNA-seq analyses along the circadian cycle showed a substantial difference in the number of oscillatory genes as compared to WT mice in the saline condition (Fig. 3a). Indeed, we observed a drastic decrease in the number of genes oscillating in iMSN-D2RKO mice (359 transcripts) as compared to the same condition in WT mice (1399 transcripts); 53 oscillating genes were common to both genotypes (Fig. 3a). 

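The rhythm of each gene in saline was compared between the genotypes in a limma model with the cosine and sine of the cycle in each genotype, over 18 libraries each. Of 14287 genes, 0 differed at an adjusted p-value under 0.05, and 355 had an unadjusted p-value under 0.05. The number of genes that differed stayed between 0 and 1 with each replicate left out in turn. The mean level in saline differed for 27 genes, 20 of them higher in libraries labelled iMSN-D2RKO, and 1428 genes had an unadjusted p-value under 0.05. The number was 47 without the set-apart libraries, 15 without ZT19 and 136 with the library score as a covariate. Of the genes with a mean FPKM of at least 5, Anxa3 had the smallest p-value, with 5.24 ± 1.06 FPKM in WT and 10.6 ± 4.87 in iMSN-D2RKO (SD, 18 libraries each). Its log2 difference was 0.83 (standard error 0.12, adjusted p = 1.09e-04 from limma, from 1.26e-05 to 0.0277 over the alternatives), and it was higher in 18 of 18 libraries.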

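In the saline series, 367 of 14287 genes were rhythmic in mice labelled iMSN-D2RKO, 53 of them also in WT, and 1324 genes were called in WT only. Lists of these sizes share 35.4 genes if independent. The iMSN-D2RKO count rested on single time points, at 647 without ZT7, 125 without ZT11, 149 without ZT15, 140 without ZT19 and 639 without ZT23. The shared genes were 166 without ZT7, 16 without ZT11, 19 without ZT15 and 17 without ZT19. Leaving out replicate 2 reversed the order of the genotypes, with 205 rhythmic genes in WT and 941 in iMSN-D2RKO. That setting leaves only set-apart libraries, replicates 1 and 3, in iMSN-D2RKO saline at ZT19. Without the set-apart libraries, 898 and 174 genes were rhythmic and 23 shared, and with the library score removed 1001 and 273, with 40 shared. Of the 367 genes, 66 were also called without these libraries and 87 with the score removed. When libraries were swapped between the genotypes within time points, the difference in count was as large in 37 of 100 permutations, and in 15 of 100 with the score removed. Of the 1324 genes called in WT only, 12.2% had an exact p under 0.05 in iMSN-D2RKO, against 8.60% of the 12596 genes called in neither series. Ciart (XLOC_013952, chromosome 3 from 95878500 to 95882257), a clock gene, was called in iMSN-D2RKO only, from 4.24 ± 0.330 FPKM at ZT23 to 13.6 ± 2.35 at ZT11 (SD, n = 3; exact p = 3.13e-06). Without the set-apart libraries its exact p was 2.89e-04, and in WT its exact p was 0.0108, close to the threshold.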

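The 53 genes rhythmic in both saline series included 22 with the same phase in WT and iMSN-D2RKO, 49 with phases at most 2 h apart and 51 at most 4 h apart. The amplitude in iMSN-D2RKO was 1.34 times that in WT at the median. Per2 was one of the 53, with a mean of 7.60 ± 2.61 FPKM at ZT7 and 17.4 ± 4.91 at ZT15 in iMSN-D2RKO (SD, n = 3; exact p = 0.00143), an amplitude of 4.28 FPKM against 4.38 in WT. Its call in iMSN-D2RKO was not kept without outlier removal (exact p = 0.0106) or without the set-apart libraries (exact p = 0.0287). With 1 time point or replicate left out, its exact p reached 0.134.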

The phase of the overlapping genes was similar in both genotypes (Supplementary Fig. 2a, b) with a higher percentage of genes with greater amplitude in iMSN-D2RKO mice (Supplementary Fig. 2c). Moreover, transcripts exclusively diurnal in iMSN-D2RKO had phase distributions at approximately ZT4 and ZT16 (Fig. 3b, c). 

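Of the 314 genes rhythmic in saline in iMSN-D2RKO only, 73 (23.2%) had a phase of 2 to 4 h, against 10.0% of the 1324 genes of WT only. A phase of 14 to 16 h was found for 113 (36.0%), against 30.3% in WT only. These phases stand for peaks at ZT5 to ZT7 and at ZT17 to ZT19. Phases of 6 to 8 h and of 16 to 18 h were found for 18.5% and 42.4% of the genes of iMSN-D2RKO only and for 18.6% and 51.9% of those of WT only. With the library score removed, 19.3% and 28.3% of the 233 genes of iMSN-D2RKO only had these phases.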

Genes oscillating only in iMSN-D2RKO mice clustered in GO annotations including transmembrane transport and steroid metabolic process (Fig. 3d and Supplementary Fig. 2d, e). It is relevant that annotation analyses of genes oscillating in both WT and iMSN-D2RKO mice include classic terms required for normal neuronal function (Supplementary Fig. 2f, g).

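Solute carrier genes made up 8 of the 314 genes of iMSN-D2RKO only and 259 of the 14287 genes tested (odds ratio 1.43, adjusted exact p = 0.630). Genes of steroid metabolism numbered 2 of 314 and 44 of 14287 (odds ratio 2.13, adjusted exact p = 0.618). No setting gave a call for either family in this list, and the smallest adjusted exact p-values were 0.202, without replicate 3, and 0.452, with rhythmic genes called at a p-value under 0.05. Among the 1324 genes of WT only, chaperone genes numbered 28 (odds ratio 3.48, adjusted exact p = 1.15e-05) and splicing factor genes 24 (odds ratio 2.22, adjusted exact p = 0.0130). Splicing factor genes had an odds ratio of 0.94 without ZT19, without a call. Clock genes were 2 of the 53 shared genes (odds ratio 34.8, adjusted exact p = 0.0179), against 6 of 40 with the library score removed and 1 of 23 without the set-apart libraries, the latter without a call (adjusted exact p = 0.129).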

**Fig. 3:**
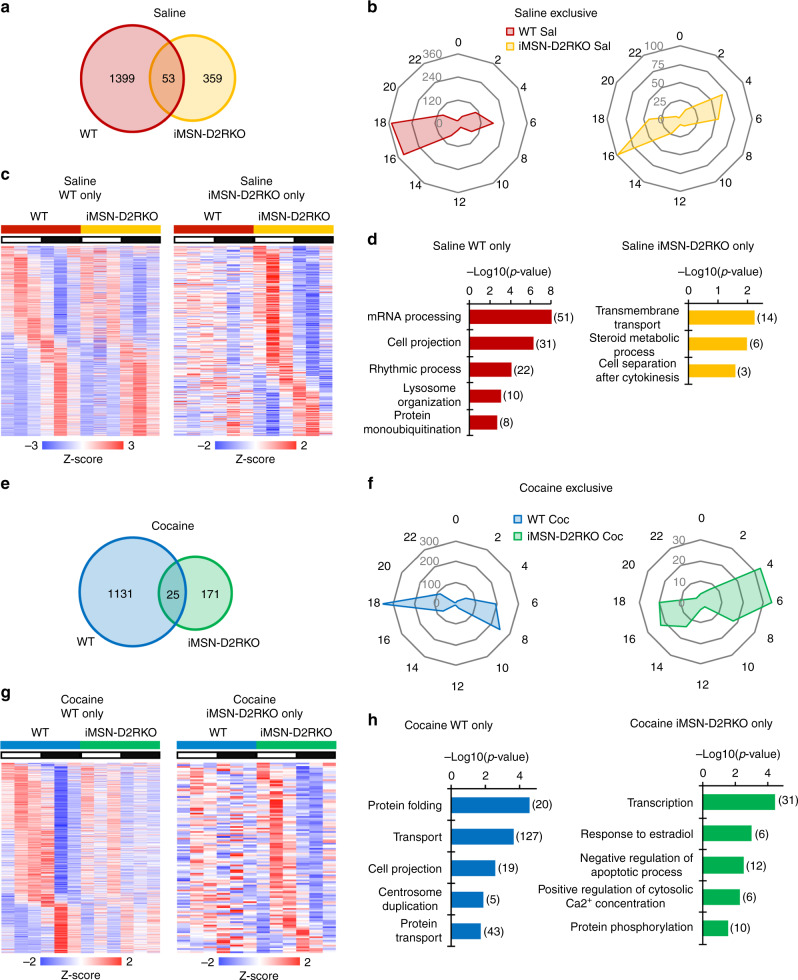
D2R ablation from iMSN reorganizes the striatal circadian transcriptome. **a** Venn diagram of striatal oscillating genes in saline treated WT and iMSN-D2RKO mice (*n* = 3, JTK_Cycle, cutoff *p* < 0.01). **b** Radar plots displaying the phase analysis of genes whose expression is exclusively circadian in WT mice (left) or in iMSN-D2RKO saline-treated (Sal) mice (right). **c** Heat maps of genes significantly circadian (*n* = 3, JTK_Cycle, cutoff *p* < 0.01) only in WT (left) or in iMSN-D2RKO (right) saline-treated mice. White and black bars indicate the light (ZT3, 7, 11) and dark (ZT15, 19, 23) timepoints respectively. **d** DAVID Gene Ontology Biological Process analysis of circadian genes oscillating in saline WT only (left) and in saline iMSN-D2RKO only (right). Bar charts represent the -Log10(*p*-value) of each enriched term. The number of genes identified in each pathway is shown in parenthesis. **e** Venn diagram of striatal oscillating genes in cocaine treated WT and iMSN-D2RKO mice (*n* = 3, JTK_Cycle, cutoff *p* < 0.01). **f** Radar plots displaying the phase analysis of genes whose expression is exclusively circadian in WT (left) or in iMSN-D2RKO cocaine-treated (Coc) mice (right). **g** Heat maps of genes significantly circadian (*n* = 3, JTK_Cycle, cutoff *p* < 0.01) only in WT (left) or in iMSN-D2RKO (right) cocaine-treated mice. White and black bars indicate the light (ZT3, 7, 11) and dark (ZT15, 19, 23) timepoints respectively. **h** DAVID Gene Ontology Biological Process analysis of circadian genes oscillating in cocaine WT only or in cocaine iMSN-D2RKO only. Bar charts represent the -Log10(*p*-value) of each enriched term. The number of genes identified in each pathway is shown in parenthesis.

Acute cocaine treatment revealed a unique circadian signature in the NAcc of iMSN-D2RKO mice. 

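The rhythm of each gene after cocaine was compared between the genotypes in the same way, with the ZT3 libraries of each genotype as its first time point. Of 14421 genes, 0 differed at an adjusted p-value under 0.05, also with each replicate left out in turn, and 895 had an unadjusted p-value under 0.05. The mean level after ZT3 differed for 7 of 14382 genes, all 7 higher in libraries labelled iMSN-D2RKO, and 510 genes had an unadjusted p-value under 0.05. All 7 were among the 27 that differed in saline. Inhba was one of them, with 4.29 ± 1.78 FPKM in WT and 9.10 ± 2.52 in iMSN-D2RKO (SD, 15 libraries each). Its log2 difference was 0.97 (standard error 0.16, adjusted p = 0.00869 from limma, from 5.50e-04 to 1.00 over the alternatives), and it was higher in 15 of 15 libraries. The number of genes that differed was 25 with the library score as a covariate, 14 without the set-apart libraries and between 0 and 6 with 1 replicate left out.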

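After cocaine, 1089 of 14421 genes tested in both genotypes were rhythmic in WT and 157 in mice labelled iMSN-D2RKO. The iMSN-D2RKO count was 279 without ZT7, 348 without ZT11 and 81 without ZT19. It was 271 without the set-apart libraries, against 339 in WT, and 383 with the library score removed, against 997 in WT. Without the set-apart libraries, WT cocaine keeps only replicate 2 at ZT19, while iMSN-D2RKO cocaine keeps all 3 libraries there. The counts of that setting are therefore not on equal terms. Of the 157 genes, 94 were also called without these libraries and 106 with the score removed. Swapping libraries between the genotypes within time points gave a difference in count as large in 3 of 100 permutations, and in 13 of 100 with the score removed. With 1 replicate left out, the difference stayed between 154 and 790 genes in favour of WT.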

Notably, a total of 1131 cycling genes were found in the cocaine-treated WT. Of these, 25 were common to iMSN-D2RKO mice. 

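Here, 20 genes were rhythmic after cocaine in both genotypes and 1069 in WT only, against 11.9 shared genes for independent lists. The overlap was 52 genes without ZT7, 32 without ZT15 and 6 without ZT19. Without the set-apart libraries it was 30 genes, against 6.37 expected, and with the library score removed 66, against 26.6 expected. With libraries swapped between the genotypes, 33 of 100 permutations gave at most 20 shared genes. When no FPKM filter was used, 25 genes were shared, 1137 called in WT only and 177 in iMSN-D2RKO only, closer to the paper's counts.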

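Called in iMSN-D2RKO only were 137 genes. Of these, 18.2% had an exact p under 0.05 in WT, against 12.7% of the 13195 genes called in neither series. Of the 1069 genes of WT only, 4.40% had an exact p under 0.05 in iMSN-D2RKO, against 2.97% of the genes called in neither series. Ptpn1 (XLOC_011983, chromosome 2 from 167930750 to 167979385) had the smallest p-value in iMSN-D2RKO, with a mean of 13.3 ± 0.761 FPKM at ZT7 and 18.0 ± 1.23 at ZT19 (SD, n = 3; exact p = 8.32e-06). Its exact p was 3.87e-06 with the library score removed, 2.56e-06 without the set-apart libraries and 1 in WT.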

An additional 171 genes were rhythmic in iMSN-D2RKO mice only (Fig. 3e). Phase distribution analyses also revealed unique features of cocaine-induced reprogramming of circadian gene expression in WT and iMSN-D2RKO mice. 

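Among the genes rhythmic after cocaine in WT only, 424 of 1069 (39.7%) had a phase of 16 to 18 h, which is ZT19 to ZT21, against 42 of 137 (30.7%) in iMSN-D2RKO only. At 18 h alone, the shares were 33.6% and 13.9%, and at 14 to 16 h they were 7.20% and 23.4%. A phase of 6 to 8 h was found for 39.2% and 31.4%, and one of 2 to 4 h for 4.96% and 21.9%. Removing the library score gave shares at 16 to 18 h of 26.6% of 931 genes and 27.8% of 317. The set-apart libraries lie unevenly here, with 2 of the 3 WT cocaine libraries at ZT19 and 0 of the 3 iMSN-D2RKO cocaine libraries at ZT19 among them.

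**Figure D5:**
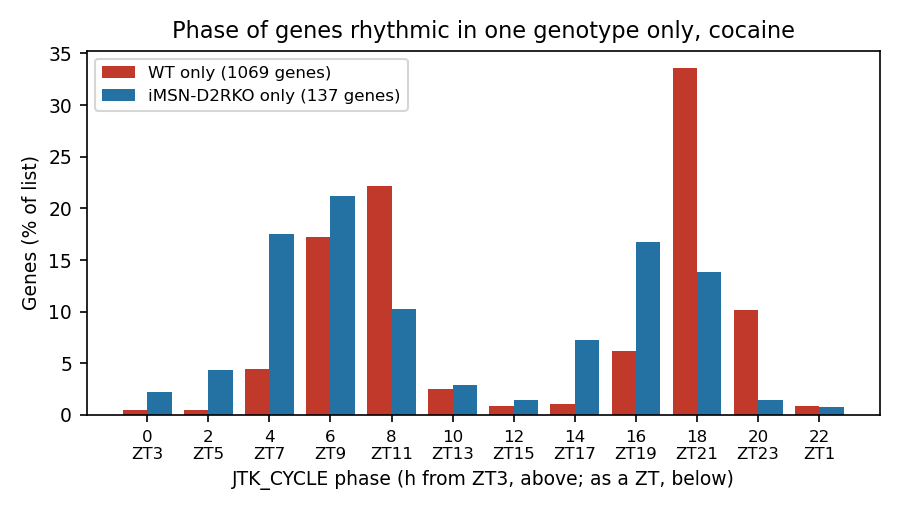
Share of the genes rhythmic after cocaine in WT only (1069 genes) and in iMSN-D2RKO only (137 genes) at each JTK_CYCLE phase, in hours from ZT3 and as zeitgeber time. Bars are percent of each list; at 18 h they stand at 33.6% and 13.9%.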

Notably, a unique phase distribution peak observed at ~ZT18 in WT mice was almost completely absent in iMSN-D2RKO mice (Fig. 3f, g). On the other hand, genes oscillating in both conditions display a peak at ZT6-ZT8 (Supplementary Fig. 3a, b) and maintain similar amplitudes (Supplementary Fig. 3c). 

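Of the 20 genes rhythmic after cocaine in both genotypes, 13 (65.0%) had a phase of 6 to 8 h in WT and 11 (55.0%) in iMSN-D2RKO. Phases were at most 2 h apart for 19 of the 20, with a median difference of 1.5 h. The amplitude in iMSN-D2RKO was 0.844 times that in WT at the median. Per3 was among the 20 and had a phase of 10 h in iMSN-D2RKO, with a mean of 7.90 ± 1.37 FPKM at ZT3 and 12.8 ± 0.705 at ZT11 (SD, n = 3; exact p = 1.15e-04). Its amplitude was 1.45 FPKM in iMSN-D2RKO and 2.97 in WT, and its exact p in iMSN-D2RKO was 4.60e-05 without the set-apart libraries, 0.0156 without replicate 1 and 0.0121 without ZT11.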

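Among the genes rhythmic after cocaine in WT only, chaperone genes numbered 23 of 1069, against 111 of the 14421 genes tested (odds ratio 3.31, adjusted exact p = 1.13e-04). They were 24 of 931 with the library score removed (odds ratio 4.05) and 9 of 309 without the set-apart libraries (odds ratio 4.12, adjusted exact p = 0.00498). Without replicate 1 or replicate 3, the odds ratios were 1.23 and 1.65, without a call. Solute carrier genes numbered 22 of 1069 (odds ratio 1.14, adjusted exact p = 0.833). Zinc finger transcription factor genes made up 9 of the 137 genes of iMSN-D2RKO only and 472 of the 14421 tested (odds ratio 2.1, exact p = 0.0464, adjusted exact p = 0.209). Genes of apoptosis and of cytosolic calcium were not analysed here.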

GO term analyses revealed unique pathways enriched in WT vs iMSN-D2RKO mice (Fig. 3h and Supplementary Fig. 3d, e), such as protein folding, transport, cell projection in WT, and transcription, negative regulation of apoptotic process, positive regulation of cytosolic Ca^2+^ concentration in iMSN-D2RKO. Moreover, GO annotation analyses showed a common enrichment of genes that belong to the circadian regulation of gene expression in both genotypes (Supplementary Fig. 3f, g). 

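Clock genes were represented by 1 of the 20 genes shared after cocaine, Per3 (odds ratio 44.5, exact p = 0.0247, adjusted exact p = 0.130), so the family was not called. With the library score removed there were 6 of 66 (odds ratio 118.9, adjusted exact p = 2.80e-09), and without the set-apart libraries 2 of 30 (odds ratio 64.2, adjusted exact p = 0.00498).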

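Within iMSN-D2RKO mice, 0 of 14238 genes differed in rhythm between cocaine and saline at an adjusted p-value under 0.05, and 789 had an unadjusted p-value under 0.05. The mean level differed for 0 genes, with 425 at an unadjusted p-value under 0.05. At ZT7, cocaine and saline differed for 2 of 14643 genes in iMSN-D2RKO, Cd72 and Lsr, with 3346 genes at an unadjusted p-value under 0.05. Both genes were named after their values were seen. The cocaine effect itself differed between the genotypes for 2 genes, Cd72 and Stbd1, both of low FPKM, and for 924 at an unadjusted p-value under 0.05. Without replicate 1 of iMSN-D2RKO saline ZT7, the numbers were 5 and 0, and without the set-apart libraries 0 and 0. At an unadjusted p-value under 0.05 they were 727 and 205 without that replicate, and 3137 and 799 without the set-apart libraries. Leaving out each replicate number in turn gave between 0 and 1312 genes for iMSN-D2RKO at ZT7. Immediate early genes had a median log2 fold change of -0.35 at ZT7 in iMSN-D2RKO, glucocorticoid-induced genes one of -0.14 and clock genes one of 0.25. Adjusted over the list alone, 0, 0 and 1 genes differed, against 0 of each list over all genes, and unadjusted p-values under 0.05 were found for 2, 0 and 4 genes. The paper reasons from the fewer cycling genes in iMSN-D2RKO mice under saline and after cocaine and from their different phases and pathways. It concludes from these that D2R signaling in iMSNs is needed for the oscillations of genes in the NAcc, both basal and cocaine-driven.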

Taken together our results demonstrate that D2R signaling in iMSNs is critical for basal and cocaine-driven circadian oscillations in the NAcc.

### Cocaine-induced circadian response of PPARγ-target genes

To explore the molecular mechanisms by which cocaine induces de novo oscillations of striatal genes, we used MotifMap^39^ to identify transcription factor binding motifs selectively represented in rhythmic genes under saline conditions and after cocaine challenge. A profound reorganization in transcription factor pathway usage was observed upon cocaine challenge, with a significant enrichment of genes containing PPARγ binding sites for genes oscillating in WT mice (Fig. 4a). Indeed, 372 out of 863 cocaine-induced newly oscillating genes are PPARγ targets (Figs. 2a and 4b, c). Importantly, cocaine-induced enrichment of PPARγ binding sites is not observed in the iMSN-D2RKO cocaine-treated mice. Thus, ablation of D2R from iMSNs significantly reduces the cocaine-induced PPARγ oscillatory program observed in WT mice (Fig. 4b). Among the cocaine-induced PPARγ target genes, none were common oscillators in both genotypes. The significant fraction of de novo cycling PPARγ target genes induced by the first exposure to cocaine in WT mice, prompted us to further explore the involvement of this nuclear factor. Phase oscillation analyses of PPARγ cycling targets revealed a specific phase distribution in cocaine treated WT mice at ZT6-ZT8 and ZT18 (Fig. 4d). GO biological process analyses of the PPARγ-target genes in WT cocaine-treated mice revealed transport, translation initiation, positive regulation of apoptotic process, and transcription as key annotations (Fig. 4e and Supplementary Fig. 4a). Taken together, our data underscore the involvement of PPARγ signaling pathway in cocaine-induced transcriptional reprogramming of the NAcc clock. This unique cocaine-induced transcriptional feature is absent in mice with ablation of D2R from iMSNs.

**Fig. 4:**
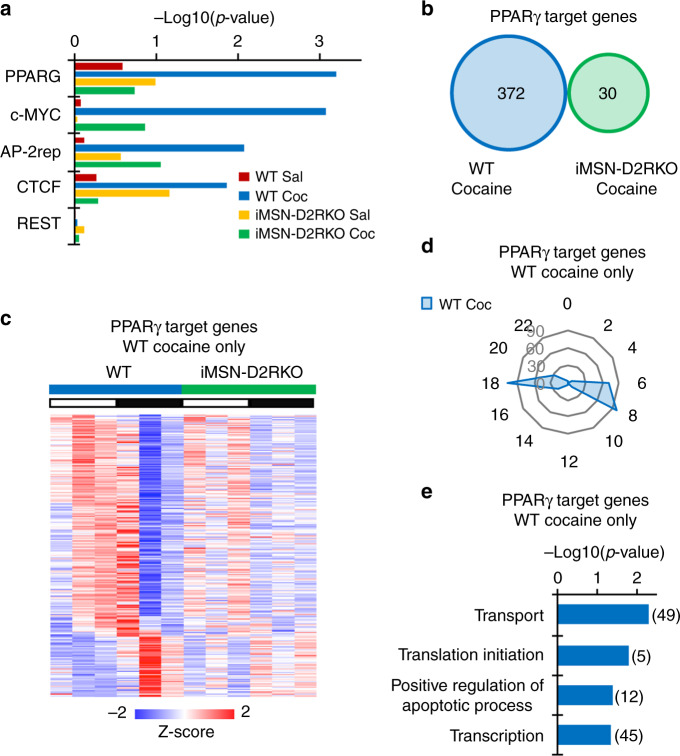
Cocaine-driven de novo oscillation of PPARγ target genes. **a** Comparison of transcription factor binding site (TFBS) analysis between WT saline (Sal), WT cocaine (Coc), iMSN-D2RKO saline, and iMSN-D2RKO cocaine. The charts report the -Log10(*p*-value). **b** Venn diagram representing the rhythmic PPARγ target transcripts after cocaine treatment in WT and iIMSN-D2RKO mice (*n* = 3, JTK_Cycle, cutoff *p* < 0.01). **c** Heat map displaying PPARγ target genes oscillating only in WT cocaine-treated mice compared to iMSN-D2RKO cocaine-treated mice (*n* = 3, JTK_Cycle, cutoff *p* < 0.01). White and black bars indicate the light (ZT3, 7, 11) and dark (ZT15, 19, 23) timepoints respectively. **d** Radar plots displaying the phase analysis of PPARγ target genes whose expression is exclusively circadian in WT cocaine-treated (Coc) mice. **e** DAVID Gene Ontology Biological Process analysis of oscillatory PPARγ target genes in cocaine-treated WT mice (*n* = 3, JTK_Cycle, cutoff *p* < 0.01). Bar charts represent the -Log10(p-value) of each enriched term. The number of genes identified in each pathway is shown in parenthesis.

### D2R-driven PPARγ nuclear enrichment upon cocaine

PPARγ localizes in the cytoplasm and upon activation translocates to the nucleus to activate transcription of specific genes^40^. We performed immunofluorescence analyses using a nuclear-specific PPARγ antibody to quantify the induction of nuclear PPARγ staining in the NAcc of WT and iMSN-D2RKO mice upon cocaine treatment. For this purpose, mice of both genotypes were administered either saline or cocaine (20 mg kg^−1^) at ZT3 and sacrificed at ZT7. A diffuse nuclear PPARγ staining was observed in NAcc neurons in saline conditions in both genotypes (Fig. 5a). After cocaine we observed a significant increase in nuclear PPARγ staining in WT NAcc neurons, which was absent in iMSN-D2RKO mice. Quantification of PPARγ nuclear intensity per cell, as well as of the number of cells with nuclear PPARγ staining, shows a statistically significant increase of nuclear PPARγ localization upon cocaine in WT as compared to iMSN-D2RKO NAcc neurons (Fig. 5b, *p* = 0.0030; Fig. 5c, *p* = 0.0124). To establish the identity of the MSNs showing the heightened intensity of PPARγ nuclear staining, we performed in situ hybridization coupled to immunohistochemistry using probes specific for the two subtypes of MSNs. This allowed for the unambiguous identification of D2R-expressing iMSNs from D1R-expressing dMSNs. Double *in-situ* hybridization/immunohistochemistry analyses were performed using riboprobes for *enkephalin* (Enk)^41^, an iMSNs specific marker or the dopamine D1 receptor (*D1R)*, a dMSN specific marker, together with the specific PPARγ antibody. These experiments demonstrated that the cocaine-driven increase in PPARγ nuclear staining occurs in iMSNs (*p* = 0.0030) and not in dMSNs (*p* = 0.9991) (Fig. 5d, e). Importantly, the increase of PPARγ in iMSNs nuclei after cocaine was not observed in the NAcc of iMSN-D2RKO mice (*p* = 0.8693) (Fig. 5d, e). These results point to a cocaine-mediated D2R-dependent activation of PPARγ.

**Fig. 5:**
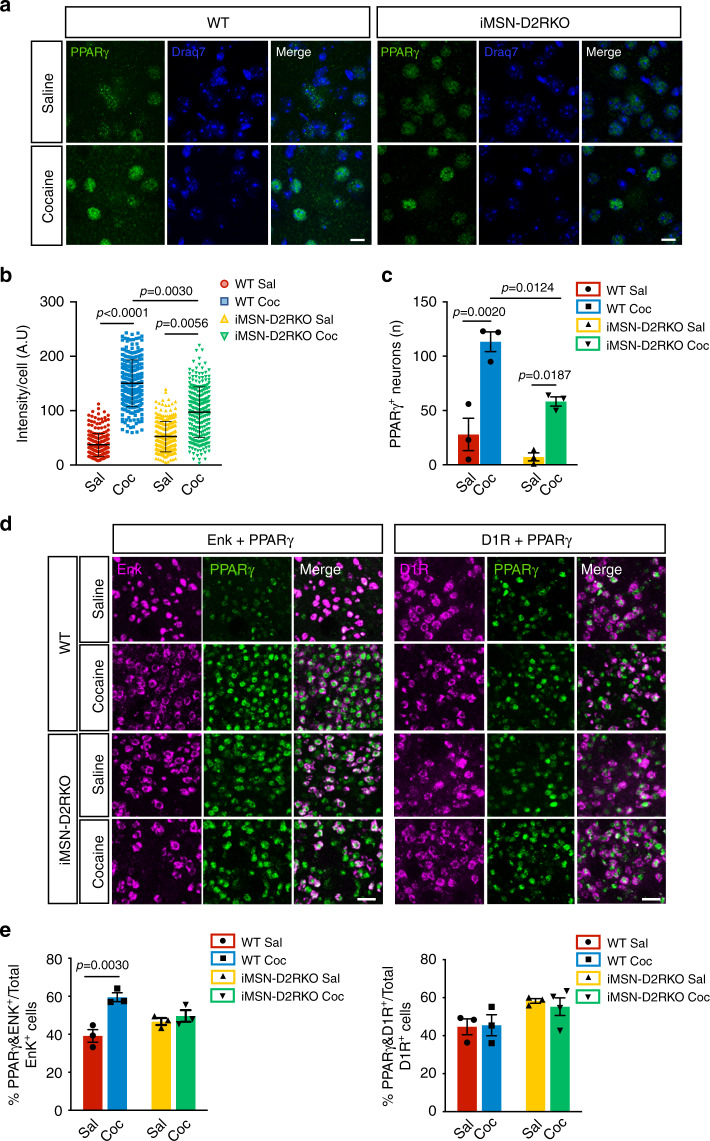
Cocaine-induced nuclear PPARγ is impaired in iMSN-D2RKO mice. **a** Immunolabeling of PPARγ and nuclei on striatal sections of saline and cocaine treated WT and iMSN-D2RKO mice. Scale bar: 25 µm. **b** Quantification of the fluorescent intensity of PPARγ immunolabeling in WT and iMSN-D2RKO mice treated with saline (Sal; WT: red circles; iMSN-D2RKO: yellow upward triangles) or cocaine (Coc; WT: blue squares; iMSN-D2RKO: green downward triangles). Data were analyzed by two-way ANOVA using the mean ± SD of intensity/cell for each biological replicate (*n* = 4/group) (Genotype: F_(1, 12)_ = 8.458, *p* = 0.0131; Treatment: F_(1, 12)_ = 91.23, *p* < 0.0001; Interaction: F_(1, 12)_ = 12.81, *p* = 0.0038), Tukey’s multiple comparison test. **c** Quantification of PPARγ positive neurons with the indicated treatment (*n* = 3/group). Significance was calculated using two-way ANOVA (Genotype: F_(1, 8)_ = 16.87, *p* = 0.0034; Treatment: F_(1, 8)_ = 54.77, *p* < 0.0001; Interaction: F_(1, 8)_ = 3.474, *p* = 0.0993) Tukey’s multiple comparison test. **d** Double in-situ/immunofluorescence for *Enkephalin* (Enk) or *D1R* mRNA and PPARγ protein in cocaine treated WT and iMSN-D2RKO mice. Scale bar: 50 µm. **e** Percentage of PPARγ- and Enk- or D1R-positive cells in cocaine and saline treated WT and iMSN-D2RKO mice (Enk: *n* = 3/group; D1R: *n* = 3 WT Sal, *n* = 3 WT Coc, *n* = 3 iMSN-D2RKO Sal, *n* = 4 iMSN-D2RKO Coc). Two-way ANOVA (Enk: Genotype: F_(1, 8)_ = 0.1782, *p* = 0.6841; Treatment: F_(1, 8)_ = 18.69, *p* = 0.0025; Interaction: F_(1, 8)_ = 10.53, *p* = 0.0118; D1R: Genotype: F_(1, 9)_ = 7.117, *p* = 0.0257; Treatment: F_(1, 9)_ = 0.06215, *p* = 0.8087; Interaction: F_(1, 9)_ = 0.1943, *p* = 0.6697). Tukey’s multiple comparison test. Data in c and e are presented as mean values ± SEM.

### Lack of PPARγ activation and function in iMSN-D2RKO mice

To ascertain whether the metabolic consequences of acute cocaine treatment may be linked to PPARγ activation, we performed mass-spectrometry (MS) metabolomics analyses from isolated NAcc at ZT7 after either saline or cocaine (20 mg kg^−1^; i.p.) administration at ZT3. We identified a significant effect of cocaine on lipid metabolism (Fig. 6a). Among 180 metabolites analyzed, 145 were lipids including: phospholipids, acylcarnitines and sphingolipids. In WT, but not in iMSN-D2RKO mice, phosphatidylcholine levels were significantly decreased after cocaine treatment while most lysophosphatidylcholines increased. D2R activation is involved in the conversion of phosphatidylcholine into lysophosphatidylcholine and arachidonic acid (AA)^42,43^, the latter being a precursor of prostaglandins^44,45^. Importantly, prostaglandins are well-characterized PPARγ natural ligands^46^. Interestingly, AA release in the striatum is regulated by D1R and D2R in an opposite manner^45,47^; D1R signaling inhibits while D2R signaling increases AA release. Based on these findings, we reasoned that the efficient turnover of phosphatidylcholine levels in response to cocaine would be dampened in mice with D2R ablation in iMSNs. We thereby analyzed the levels of the PGJ2-type prostaglandin (15-deoxy-Δ^12,14^-PGJ2)^48^, a prostaglandin that specifically binds and activates PPARγ^49^, in the NAcc of WT and iMSN-D2RKO mice. Indeed, we observed that in response to cocaine, there is a significantly lower level of 15-deoxy-Δ^12,14^-PGJ2 in the NAcc of iMSN-D2RKO mice as compared to saline treated mice (*p* = 0.0153) (Fig. 6b). In contrast, WT mice show no significant change in 15-deoxy-Δ12,14-PGJ2 levels after cocaine treatment, a response that mirrors results obtained in human cocaine users^50^. These findings point to D2R signaling as a key player in the cocaine-driven prostaglandin production involved in PPARγ activation.

**Fig. 6:**
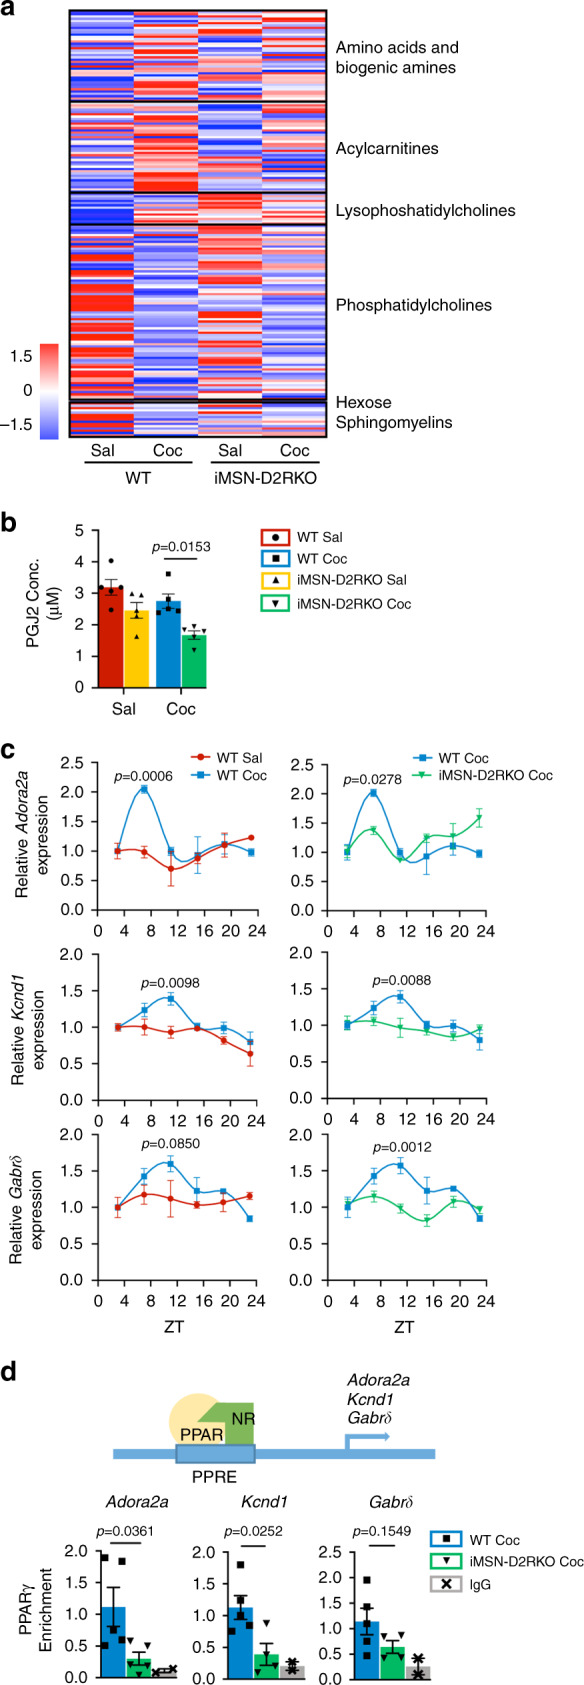
PPARγ signaling is altered in iMSN-D2RKO mice. **a** Heatmap of the 180 metabolites analyzed in WT and iMSN-D2RKO mice, either saline or cocaine-treated (*n* = 5/group). Metabolites were measured at ZT7 after saline or cocaine was injected at ZT3. Classes of metabolites measured are indicated on the right. **b** Prostaglandin PGJ2-type (15-deoxy-Δ^12,14^-PGJ2) concentration assessed by enzyme-linked immunosorbent assay (ELISA) at ZT7 in WT and iMSN-D2RKO mice treated with saline (Sal: WT, red circles; iMSN-D2RKO, yellow upward triangles) or cocaine (Coc: WT, blue squares; iMSN-D2RKO, green downward triangles) (*n* = 5/group/genotype). Two-way ANOVA (Genotype: F_(1, 16)_ = 0.1696, *p* = 0.0008; Treatment: F_(1, 16)_ = 7.719, p = 0.0134; Interaction: F_(1, 16)_ = 0.6034, *p* = 0.4486). Tukey’s multiple comparison test *p*-values as indicated. **c** Circadian expression of selected PPARγ target genes *Adora2a*, *Kcnd1*, *Gabrδ* as determined by quantitative real time PCR (*n* = 3/group). WT Sal (red circles), WT Coc (blue squares), iMSN-D2RKO Coc (green downward triangles). Two-way ANOVA *Adora2a* WT Sal vs WT Coc: Treatment: F_(1, 24)_ = 4.372, *p* = 0.0473; Time: F_(5, 24)_ = 4.253, *p* = 0.0065; Interaction: F_(5, 24)_ = 3.983, *p* = 0.0090; *Adora2a* WT Coc vs iMSN-D2RKO Coc: Genotype: F_(1, 24)_ = 0.4260, *p* = 0.5201; Time: F_(5, 24)_ = 7.429, *p* = 0.0002; Interaction: F_(5, 24)_ = 4.363, *p* = 0.0058; *Kcnd1* WT Sal vs WT Coc: Treatment: F_(1, 24)_ = 10.98, *p* = 0.0029; Time: F_(5, 24)_ = 6.118, *p* = 0.0009; Interaction: F_(5, 24)_ = 1.640, *p* = 0.1878; *Kcnd1* WT Coc vs iMSN-D2RKO Coc: Genotype: F_(1, 24)_ = 5.302, *p* = 0.0303; Time: F_(5, 24)_ = 4.360, *p* = 0.0058; Interaction: F_(5, 24)_ = 2.743, *p* = 0.0426; *Gabrδ* WT Sal vs WT Coc: Treatment: F_(1, 24)_ = 2.940, *p* = 0.0993; Time: F_(5, 24)_ = 2.690, *p* = 0.0456; Interaction: F_(5, 24)_ = 2.124, *p* = 0.0972; *Gabrδ* WT Coc vs iMSN-D2RKO Coc: Genotype: F_(1, 24)_ = 15.59, *p* = 0.0006; Time: F_(5, 24)_ = 5.308, *p* = 0.0020; Interaction: F_(5, 24)_ = 3.961, *p* = 0.0092. Bonferroni’s multiple comparison test p-values as indicated. **d**, Chromatin recruitment of PPARγ at PPAR response element (PPRE) binding site contained in *Adora2a* (*p* = 0.0361; WT Coc (blue squares) *n* = 5, iMSN-D2RKO Coc (green downward triangles) *n* = 5, IgG (gray X’s) *n* = 2), *Kcnd1* (*p* = 0.0252; WT Coc *n* = 5, *n* = 4 iMSN-D2RKO Coc, IgG *n* = 2) and *Gabrδ* promoters (*p* = 0.1549; WT Coc *n* = 5, iMSN-D2RKO Coc *n* = 4, IgG *n* = 2. unpaired Student’s t-test. Data are presented as mean values ± SEM.

We next assessed the downstream effects of PPARγ activation by analyzing the expression of specific genes from the list of PPARγ circadian putative targets (Fig. 4c). Among these genes, *Adora2a* (Adenosine A2a Receptor), *Kcnd1* (Potassium Voltage-Gated Channel Subfamily D Member 1), and *Gabrδ* (Gamma-Aminobutyric Acid Type A Receptor Delta Subunit) are not oscillatory under normal conditions in WT mice (Fig. 6c). However, upon cocaine treatment, their expression displayed de novo oscillatory profiles. In contrast, in cocaine treated iMSN-D2RKO mice, these genes were not cyclically expressed, their circadian expression parallels that of saline-control mice (Fig. 6c). Next, we analyzed the molecular mechanism of control at the promoter level by chromatin immunoprecipitation assays (ChIP) using NAcc nuclear extracts from both WT and iMSN-D2RKO cocaine-treated mice harvested at ZT7. Using PPARγ nuclear-specific antibodies, we show that PPARγ chromatin recruitment to *Adora2a* and *Kcnd1* promoters was significantly reduced in iMSN-D2RKO animals as compared to WT (Fig. 6d) (*Adora2a:* *p* = 0.0361 and *Kcnd1*: *p* = 0.0252). An analogous trend was observed for the *Gabrδ* promoter (*p* = 0.1549). These results support a scenario in which PPARγ activation by cocaine leads to the de novo program of D2R signaling-dependent circadian genes in the NAcc.

### Rescue of PPARγ function using the specific agonist pioglitazone

To validate the critical role played by PPARγ in D2R signaling-dependent circadian reprogramming upon cocaine, WT and iMSN-D2RKO mice were subjected to oral gavage with pioglitazone, a specific PPARγ activator^51^ that crosses the blood brain barrier^52^. Pioglitazone or vehicle, were administered at ZT1, 2 h before the acute cocaine injection (Fig. 7a). Expression of the *Adora2a*, *Kcnd1* and *Gabrδ* genes was analyzed at ZT7 and at ZT19 (Fig. 7b). Pioglitazone treatment before cocaine reestablished the induction of *Adora2a* (*p* = 0.0388), *Kcnd1* (*p* < 0.0001), and *Gabrδ* (*p* = 0.0019) gene expression in iMSN-D2RKO mice at ZT7, which nicely paralleled WT expression levels (Fig. 7b). Thus, PPARγ activation operates as a direct link between cocaine, D2R-signaling^42,43^ and downstream gene expression (Fig. 7c). These results identify PPARγ as a critical factor that intervenes in the transcriptional reprogramming of the striatal clock upon acute cocaine treatment.

**Fig. 7:**
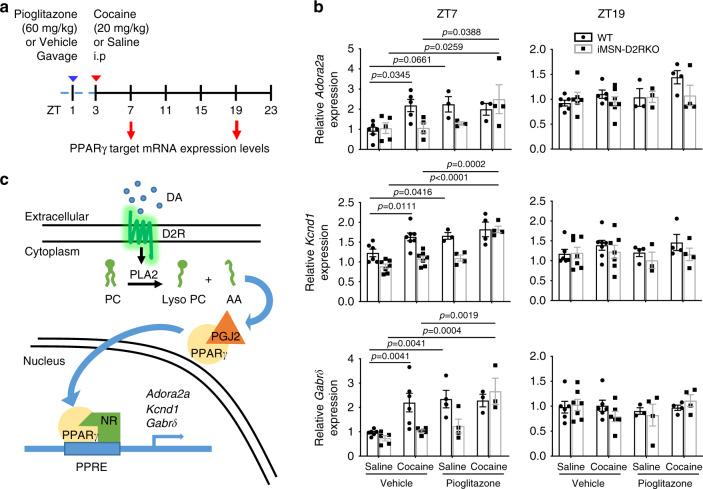
Pharmacological activation of PPARγ restores PPARγ signaling iMSN-D2RKO mice. **a** Schematic representation of the experimental design, arrowheads indicate the time and treatment of Pioglitazone (blue) and Cocaine treatments (red). **b** Expression of selected PPARγ target genes *Adora2a, Kcnd1*, and *Gabrδ* as determined by quantitative real time PCR at ZT7 and ZT19 in presence or absence of Pioglitazone (60 mg kg^−1^) prior to saline or cocaine (20 mg kg^−1^) (*Adora2a* ZT7: Genotype: F_(1, 25)_ = 2.003, *p* = 0.1693; Treatment: F_(3, 25)_ = 4.682, *p* = 0.0099; Interaction: F_(3, 25)_ = 2.479, *p* = 0.0845 (Vehicle and Saline: WT *n* = 6, iMSN-D2RKO *n* = 5; Vehicle and Cocaine: WT *n* = 5, iMSN-D2RKO *n* = 4; Pioglitazone and Saline: WT *n* = 3, iMSN-D2RKO *n* = 3; Pioglitazone and Cocaine: WT *n* = 3, iMSN-D2RKO *n* = 4); *Kcnd1* ZT7: Genotype: F_(1, 34)_ = 26.20, *p* < 0.0001; Treatment: F_(3, 34)_ = 20.05, *p* < 0.0001; Interaction: F_(3, 34)_ = 3.130, *p* = 0.0383 (Vehicle and Saline: WT *n* = 6, iMSN-D2RKO *n* = 7, Vehicle and Cocaine WT *n* = 7, iMSN-D2RKO *n* = 7; Pioglitazone and Saline: WT *n* = 3, iMSN-D2RKO *n* = 4, Pioglitazone and Cocaine WT *n* = 4, iMSN-D2RKO *n* = 4); *Gabrδ* ZT7 Genotype: F_(1, 29)_ = 7.445, *p* = 0.0107; Treatment: F_(3, 29)_ = 11.26, *p* < 0.0001; Interaction: F_(3, 29)_ = 3.378, *p* = 0.0315 (Vehicle and Saline: WT *n* = 6, iMSN-D2RKO *n* = 5, Vehicle and Cocaine: WT *n* = 6, iMSN-D2RKO *n* = 6; Pioglitazone and Saline: WT *n* = 4, iMSN-D2RKO *n* = 4; Pioglitazone and Cocaine: WT *n* = 3, iMSN-D2RKO *n* = 3); *Adora2a* ZT19: Genotype: F_(1,30)_ = 1.352, *p* = 0.2540; Treatment: F_(3, 30)_ = 2.071, *p* = 0.1250; Interaction: F_(3, 30)_ = 1.406, *p* = 0.2603 (Vehicle and Saline: WT *n* = 6, iMSN-D2RKO *n* = 6; Vehicle and Cocaine: WT *n* = 5, iMSN-D2RKO *n* = 7; Pioglitazone and Saline: WT *n* = 3, iMSN-D2RKO *n* = 3; Pioglitazone and Cocaine WT *n* = 4, iMSN-D2RKO *n* = 4); *Kcnd1* ZT19: Genotype: F_(1, 34)_ = 1.903, *p* = 0.1767; Treatment: F_(3, 34)_ = 0.7013, *p* = 0.5578; Interaction: F_(3, 34)_ = 0.3919, *p* = 0.7596 (Vehicle and Saline: WT *n* = 6, iMSN-D2RKO *n* = 7; Vehicle and Cocaine WT *n* = 7, iMSN-D2RKO *n* = 7; Pioglitazone and Saline: WT *n* = 4, iMSN-D2RKO *n* = 3; Pioglitazone and Cocaine: WT *n* = 4, iMSN-D2RKO *n* = 4); *Gabrδ* ZT19 Genotype: F_(1, 32)_ = 0.09598, *p* = 0.7587; Treatment: F_(3, 32)_ = 0.8134, *p* = 0.4959; Interaction: F_(3, 32)_ = 0.8259, *p* = 0.4893 (Vehicle and Saline: WT *n* = 6, iMSN-D2RKO *n* = 7; Vehicle and Cocaine WT *n* = 6, iMSN-D2RKO *n* = 6; Pioglitazone and Saline WT *n* = 3, iMSN-D2RKO *n* = 4; Pioglitazone and Cocaine: WT *n* = 4, iMSN-D2RKO *n* = 4)). Tukey’s multiple comparison test *p*-values as indicated. Data are presented as mean values ± SEM. **c** Simplified overview depicting D2R-mediated cocaine effect on circadian transcription of PPARγ target genes through PPARγ activation by prostaglandins (PGJ2). Dopamine (DA) activation of D2R stimulates Phospholipase A2 (PLA2) converting phosphatidylcholine (PC) to lysophosphatidylcholine (Lyso PC) and arachidonic acid (AA); AA is later converted into Prostaglandin (PGJ2). PGJ2 induces PPARδ nuclear translocation and transcriptional activation.

## Discussion

Drugs of abuse, such as cocaine, are known to alter human physiology and circadian rhythms^13^. While relevant information about the molecular mechanisms by which cocaine affects short or long-term neuronal plasticity has been accumulated^53^, little is known about how it interplays with the circadian system. Deciphering how cocaine alters circadian regulation may provide critical knowledge to design strategies aimed at mitigating the daily dysfunctions of drug addicts. Previous studies have addressed this question through the analysis of chronically treated WT mice^54^ or mutant mice for specific clock genes^11,18,55,56^. In this study, we first sought to decipher how a single acute cocaine treatment affects genome-wide circadian oscillations within the NAcc, and secondly to dissect the D2R-mediated signaling pathways in striatal neurons. For this purpose, we exploited mouse models in which genetic ablation of D2R is targeted uniquely to striatal iMSNs. We demonstrate that cocaine generates a profound reprogramming of circadian gene expression and identified PPARγ as one critical player that elicits the acute effects of cocaine through D2R-mediated signaling.

D2R is essential for the psychomotor and rewarding effects of psychoactive drugs such as cocaine^27,57,58^. Indeed, constitutive D2R knockout mice self-administer higher amounts of cocaine as compared to WT littermates^58^. Importantly, lower striatal D2R levels have been observed in cocaine abusers as well as in rodent models^59–61^. Thus, ablation of D2R from the main striatal population, as achieved in iMSN-D2RKO mice, represents an ideal model to study the mechanisms by which cocaine affects striatal signaling and circuitry. Previous studies revealed the importance of D2R for intrastriatal connections (i.e. collaterals between iMSN and dMSN) necessary for the psychomotor effects of cocaine^27,29,33,62^.

Our findings place D2R in a central position in the modulation of circadian rhythmicity in the striatum. Indeed, D2R ablation in iMSNs leads to a significant reduction in the number of oscillating genes in the NAcc. Our data reinforce emerging evidence suggesting that cocaine-mediated increase of dopamine is involved in maintaining circadian rhythms in brain areas including the retina, olfactory bulb, striatum, midbrain and hypothalamus^63^. Remarkably, cocaine administration is significantly less effective on circadian reprogramming in the absence of D2R.

Previous reports have indicated that D2R-mediated signaling modulates *Clock* and *Per2* gene expression^22,23^. Our results show that D2R also modulates *Per1* expression (Supplementary Table 1). Cocaine treatment does not lead to major alterations in the circadian oscillation of the core clock genes *Bmal1, Cry1* and *Dbp* in striatal neurons. On the other hand, we observe induction of newly oscillatory genes. This is remarkable when considering the extensive changes in circadian gene expression observed between WT and iMSN-D2RKO mice. Altogether these observations point to a D2R signaling-driven cocaine-induced reprogramming of the NAcc. Our study allows the identification of PPARγ as a key mediator of cocaine-induced rhythmic transcriptional reprogramming.

While originally characterized for its role in adipogenesis and glucose metabolism, PPARγ has been recently linked to neurological disorders such as neurodegeneration and neuro-inflammation^64,65^. Importantly, we have demonstrated that D2R ablation prevents cocaine-driven PPARγ activation and the consequent de novo oscillation of PPARγ target genes. Dependence on D2R can be circumvented by the administration of the specific PPARγ agonist pioglitazone. Our results support recent findings suggesting the involvement of PPARγ in cocaine use disorder. Indeed, pioglitazone treatment during abstinence has a positive effect on cocaine addiction by reducing cocaine self-administration^66^. GO analyses of the cocaine treated WT and iMSN-D2RKO NAcc transcriptomes shows that the most significant annotation in iMSN-D2RKO is transcription factors which is absent in WT mice. This notion supports a modulatory role of D2R signaling in NAcc-dependent molecular responses to cocaine. Thus, while dMSNs have been critically involved in cocaine-mediated responses^67–72^, the modulatory role of D2R signaling needs to be further highlighted. Along these lines, it is tempting to speculate that alteration of cocaine-induced circadian reprogramming in absence of D2R might also occur in cocaine abusers where the levels of D2R are dampened^59^. Notably, the full D2R knockout mice show heightened intake of cocaine as measured in cocaine self-administration studies^58^. Since the iMSN-D2RKO mice show multiple features of the full D2R knockout mice, it is tempting to speculate that they might also self-administer higher amounts of cocaine. Future studies will address this question.

Our findings reveal the fundamental role of D2R in circadian physiology of the brain’s reward system. D2R signaling plays a crucial role in the reprogramming of diurnal transcription driven by acute cocaine in the NAcc. Unsuspected to date, D2R-mediated signaling triggers a regulatory circuit that leads to PPARγ activation. This response underlies the cyclic activation of a large number of de novo oscillatory genes. These results well exemplify the complexity underlying the effects of cocaine in the brain by adding a member of the nuclear receptor family to the molecular circuitry previously implicated in the response to cocaine^73–77^. Finally, the identification of the PPARγ pathway as a mediator of D2R signaling represents an important promising target for the clinical treatment of drug addiction.

## Methods

### Animals

iMSN-D2RKO mice were generated by mating D2R^flox/flox^ mice with D2R^flox/flox/D1R-CRE+/-^ mice^29^. In D2R^flox/flox/D1R-CRE+/-^ mice, the DA D1R promoter drives the CRE recombinase. The ability of this CRE to eliminate D2R in iMSNs^29^ resides in the common expression of D1R and D2R in embryonic MSN precursors^78^. Absence of D2R from iMSNs was previously shown by binding analyses on striatal extracts using a D2R-specific 3H-labeled ligand, as well as by double in situ hybridization experiments using GAT1 as marker of MSNs and D2R exon 2 specific probes^29^.

Mice were maintained on a standard 12 h light/ 12 h dark cycle; food and water were available ad libitum in ~25 °C and 40–60% humidity. Animals’ care and use was in accordance with guidelines of the Institutional Animal Care and Use Committee at the University of California, Irvine. Genotype identification was performed by Southern blot and PCR analyses of DNA extracted from tails biopsies.

### Drugs

Before pharmacological treatments, mice were handled for at least 3 days for 5 min. On the day of the test, mice were habituated to the novel home cage for 2 h and then administered either cocaine or saline. Cocaine (Sigma, Cat. #C5776) was dissolved in saline (NaCl 0.9%) and injected intraperitoneally (i.p.) at the dose of 20 mg kg^−1^. Pioglitazone (Cayman Chemical, Cat. # 71745) was dissolved in DMSO to have a stock solution of 10 mg mL^−1^. Pioglitazone solution was diluted 1:1 in PBS and administered 2 h prior to either cocaine or saline injection by oral gavage at a dose of 60 mg kg^−1^.

### Locomotor activity analysis

Activity was measured on individually housed mice *n* = 4–5/group for 11 days using Actimetrics optical beam motion detection (Philips Respironics). Data was collected using Minimitter Vital View v5.0 data acquisition software and analyzed through Matlab R2013a v9.7.0.1296695 software and Clocklab software v2.72.

### Quantitative RT–PCR

Striatum samples were homogenized in TRIzol lysis reagent (Thermo Fisher) following manufacturer’s instructions. Total RNA was reverse-transcribed using iScript Reverse Transcription Supermix (Biorad Cat. N. 1708840). Gene expression was analyzed by Real-Time PCR (BIO-RAD Real-Time System; BIO-RAD CFX Manager Software v3.1) using SsoAdvanced Universal SYBR Green Supermix (Biorad Cat. N. 172-5270). The sequences of the primers used for RT-PCR are Kcnd1 Forward: 5′-TCCGTTTGGCAAAGAGTGGT-3′, Kcnd1 Reverse: 5′-AGCTCGTCTGTGAACTCGTG-3′; Gabrd Forward: 5′-GGCGCCAGGGCAATGAAT-3′, Gabrd Reverse: 5′-GTCAATGCTGGCCACCTCTA-3′; Adora2a Forward: 5′-TTCATCGCCTGCTTTGTCCT-3′, Adora2a Reverse: 5′-AATGATGCCCTTCGCCTTCA-3′; Bmal1 Forward: 5′-GCAGTGCCACTGACTACCAAGA-3′, Bmal1 Reverse: 5′-TCCTGGACATTGCATTGCAT-3′; Per1 Forward: 5′-ACCAGCGTGTCATGATGACATA-3′, Per1 Reverse: 5′-GTGCACAGCACCCAGTTCCC-3′; Dbp Forward: 5′-AATGACCTTTGAACCTGATCCCGCT-3′, Dbp Reverse: 5′-GCTCCAGTACTTCTCATCCTTCTGT-3′; Cry1 Forward: 5′-CAGACTCACTCACTCAAGCAAGG-3′, Cry1 Reverse5′-TCAGTTACTGCTCTGCCGCTGGAC-3′.

### RNA-seq analysis

RNA library preparation and sequencing were performed at the UCI Genomics High-throughput Facility, University of California, Irvine. Briefly, total RNA was monitored for quality control using the Agilent Bioanalyzer Nano RNA chip and Nanodrop absorbance ratios for 260/280 nm and 260/230 nm. Library construction was performed according to the Illumina TruSeq® Stranded mRNA Sample Preparation Guide. The input quantity for total RNA was 700 ng and mRNA was enriched using oligo dT magnetic beads. The enriched mRNA was chemically fragmented for 3 min. First strand synthesis used random primers and reverse transcriptase to make cDNA. After second strand synthesis the ds cDNA was cleaned using AMPure XP beads and the cDNA was end repaired and then the 3′ ends were adenylated. Illumina barcoded adapters were ligated on the ends and the adapter ligated fragments were enriched by nine cycles of PCR. The resulting libraries were validated by qPCR and sized by Agilent Bioanalyzer DNA high sensitivity chip. The concentrations for the libraries were normalized and then multiplexed together. The multiplexed libraries were sequenced on four lanes using single end 100 cycles chemistry on the HiSeq 2500. The version of HiSeq control software was HCS 2.2.58 with real time analysis software, RTA v1.18.64. Sequence alignment was performed using TopHat v2.1.1 while assembly and expression estimation was done using Cufflinks v0.12.1^79^. Reads were mapped to the mouse genome mm10 and expression values were estimated as FPKM.

DETAILS: FASTQ files were obtained from the sequencing facility and processed through the standard Tuxedo protocol^79^. Reads were then aligned to the UCSC mm10 mouse reference genome using TopHat and Bowtie2 v2.3.4. Assembled transcripts were obtained via Cufflinks with the mm10 reference annotation file. Genome assembly was obtained using Cuffmerge and expression levels (summarized to genes) were calculated using Cuffquant and then normalized via Cuffnorm to FPKM values. For each condition, 24 h time series data from six time points with three replicates each were collected. In total, expression levels of 24138 unique genes were considered for further analysis. Data was further split to pairwise time series format for comparative analysis (e.g. WT Saline vs WT Cocaine treatment, KO Saline vs KO Cocaine treatment etc).

### Bioinformatics and pathway analysis

Bioinformatics analysis was performed on RNA-seq data using JTK_CYCLE^37^ v3.1 and pipelines for CircadiOmics (circadiomics.ics.uci.edu)^80^. Pathway analysis was performed using DAVID^81^ and Reactome^82,83^ software.

Details: Statistical and bioinformatics analyses were performed based on pairwise comparisons, where the effect of cocaine treatment was analyzed while controlling the genotype or the difference between genotypes (WT or KO) were compared while controlling the treatment. Dixon’s test was performed on replicates of transcriptomic data to reduce outlier effects, filtering out up to 1 outlier replicate from each time point. For transcriptomic data, genes with consistently low expression values (FPKM < 1) were filtered out from further analysis to reduce noise. Time series data was then used to determine circadian behavior of genes using JTK_CYCLE, including the p-value for whether the time series is considered circadian, its periodicity (between 20–28 h), amplitude and phase. A gene is considered circadian if its JTK_CYCLE *p*-value passed the cutoff of 0.01. Heatmaps of circadian transcripts were generated using the R package gplots v3.0.3, where the values on each row were normalized and rows were sorted by the JTK_CYCLE phase.

The Database for Annotation, Visualization and Integrated Discovery (DAVID) pathway and Reactome analysis tools were used to identify enriched KEGG pathways for circadian genes in each condition. Pathways were ranked by the number of genes found annotated with the pathway information or with the negative natural log of p-values for enrichment, which behave similarly to z-scores where larger values indicate higher confidence.

Putative TFBS information from MotifMap^39^ were used to determine the enriched TFs in each condition. Fisher’s test was conducted comparing the relative abundance of binding sites in the promoter regions (−10000 bps to +2000 bps of transcription start site) of circadian genes in each condition, as opposed to the genomic background (defined as all 24138 genes from the RNA-seq data with FPKM > 0 at any time point). In addition, a filtering parameter of BBLS > 1, FDR < 0.25 was used to obtain high quality binding sites while TFs with motifs that are too short or degenerate (more than 50000 binding sites under the filtering criteria) were removed as they tend to be unreliable. TFs were ranked by the negative log of their Fisher p-values. Enrichment results from different pairwise comparisons were also compared in a meta-analysis to identify condition-specific TFs, in particular PPARγ which was found to be exclusively enriched in WT-Cocaine condition.

PPARγ targeted genes were filtered using a combination of MotifMap data and ChIP-Seq data from GSE64458^84^. Binding sites were searched within a smaller promoter region of −3000 bps to +1000 bps of the TSS while filtering parameters for MotifMap were kept the same as mentioned above. Other visualization and statistical analyses were performed in R or in python using pandas and scikit-learn.

### Metabolomics analysis

Metabolomic analyses were performed using p180 from the Biocrates facility (Innsbruck, Austria). Metabolite levels were measured at ZT7 after an intraperitoneal injection of saline or cocaine at a dose of 20 mg kg^−1^ at ZT3, 5 replicates each.

Statistical and bioinformatics analyses were performed based on pairwise comparisons, where the effect of cocaine treatment was analyzed while controlling the genotype or the difference between genotypes (WT or KO) were compared while controlling the treatment. Dixon’s test was performed to reduce outlier effects, filtering out up to 1 outlier replicate from each condition. Heatmaps for the metabolite profiles were generated using the RStudio software. Row z-scores are displayed and were calculated using the ‘heatmap.2’ function of the gplots package.

### Immunohistochemistry and fluorescent in situ hybridization analysis

Single immunostaining was performed on vibratome sections as described previously^85^ using anti-PPARγ antibody (1:1000; Novus Biotechnologies Cat. #NB120-19481). Nuclei staining was obtained using Draq7 (Biostatus, Cat# DR70250). For quantifications, frames of 375×375 µm/image (*n* = 4) were analyzed. ROIs were drawn around individual cells using LASX software v3.7.0 (Leica); mean gray values/cell were obtained and background subtracted. Double immunohistochemistry/in situ hybridization staining were obtained using striatal sections which were hybridized with digoxigenin (DIG)-Enkephalin or (DIG)-D1R riboprobes (RNA labeling mix; Roche, Cat# 11277073910)^29^. After incubating the probe for overnight (ON) at 60 °C, sections were washed with PBS (Phosphate Buffered Saline) 3 times (5 min), permeabilized with Triton 0.3% in PBS (15 min), blocked with normal horse serum 5% for 1 h and incubated ON with rabbit PPARγ antibody (1:1000) at 4 °C. On day 3, after 3 washes in PBS, sections were incubated for 1 h with an anti-rabbit Alexa488 (1:600, Life technologies) followed by an incubation for 1 h with anti–DIG-AP (1:5000, Roche) antibody. To amplify the signal, the HNPP (2-hydroxy-3-naphtoic acid-2’-phenylanilide phosphate) fluorescent Detection Set (Roche) was used. Quantifications were performed on confocal images (SP5, Leica) of coronal striatal slices (3 slices/animal and 3 brains/genotype/condition) using LASX v3.7.0. The number of MSNs showing the induction of PPARγ was quantified in frames of 246×246 µm/image (*n* = 3); iMSNs were defined as the number of PPARγ^+^ and Enkephalin^+^ cells while dMSNs as PPARγ^+^ and D1R + colocalizing cells.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) procedure was performed^86^. Punches of striatum from frozen brains of two mice were pooled. Tissue was minced and double crosslinked with DSG for 20 min and 1% formaldehyde for 10 min followed by adding glycine (0.125 M final concentration) at room temperature for 10 min. After homogenizing tissue pellets in PBS, 1 ml of lysis buffer was added. Samples were sonicated (20 cycles, every cycle: 30 s ON / 30 s OFF, power high) to generate 200-500 base pairs fragments and centrifuged at 14,000 *g* at 4 °C. Supernatants were diluted in a dilution buffer (1.1% Triton X100, 1.2 mM EDTA, 16.7 mM Tris-HCl, 167 mM NaCl). The diluted chromatin was incubated with 2 mg of anti-PPARγ antibody (Abcam, Cat. # ab41928), overnight at 4 °C. To monitor the specificity of ChIP assays, samples were also immunoprecipitated with a specific-antibody isotype matched control immunoglobulin (IgG). 10ul of Dynabeads Protein G (Invitrogen, Cat. # 10003D) were added to the supernatant and incubated for 2 h at 4 °C. Beads were recovered, washed in low salt buffer, high salt buffer, LiCl buffer, followed by washing in TE for three times. Elution buffer (300 mM NaCl, 0.5% SDS, 10 mM Tris-HCl, 5 mM EDTA) was added to the washed beads, treated with RNase at 37 °C for 2 h and Proteinase K at 65 °C overnight. Equal amount of Phenol-Chloroform-Isoamyl alcohol was added to the samples and the aqueous phase was recovered. DNA was precipitated by adding 100% Ethanol, NaOAc and glycogen and kept at −20 °C overnight. Samples were centrifuged at 14,000 *g* for 30 min at 4 °C and washed with 70% ethanol followed by centrifugation at 14,000 *g* for 30 min at 4 °C. Quantitative PCRs were performed using SsoAdvanced Universal SYBR Green Supermix (Biorad, Cat. no. 172-5270), according to the manufacturer’s protocol. Primers used for ChIP analysis by RT-PCR: Kcnd1 Forward: 5′-CTCACGAGGCTAGGCAGTTC-3′, Kcnd1 Reverse: 5′-CCTTGATCGGGTGACTTGTT-3′; Gabrd Forward: 5′-CTGTTCACCTGCAATCAGGA-3′, Gabrd Reverse: 5′-GGTCTGCCCTTGAGAAATGA-3′; Adora2a Forward: 5′- AAAGATGTGGGGGAGGAGTC-3′, Adora2a Reverse: 5′-TTGCCCTTTATCGGAGCTAA-3′.

### Prostaglandins PGJ2 analysis

15-deoxy-Δ^12,14^-PGJ2 Elisa KIT (Enzo Life Sciences, Cat. no. ADI-900-023) was used to determine striatal Prostaglandin J2 concentration. ELISA tests were performed following manufacturer’s instructions. Samples were prepared as follows: striatal punches of the NAcc were minced in Phosphate buffer and the solution was then acidified by addition of HCl (2 M) to pH 3.5. Samples were centrifuged and the supernatant was passed through a C18 column (Pierce) and eluted with 20 µl of ethyl acetate. After evaporation (O/N, RT), samples were reconstituted in 250 µl of Assay Buffer and used for the Elisa assay.

### Additional statistical analyses

For all non-circadian statistics, data were analyzed either by Student’s *t*-test, or by two- or three-way ANOVA (GraphPad Prism8.3.0), followed by Tukey’s or Bonferroni’s post hoc analyses, as appropriate. Statistical significance was assigned with *p*-value < 0.05. For circadian analysis, JTK_Cycle was used with a *p*-value < 0.01 cutoff.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

## Data Availability

The GEO accession number for the RNA-seq data set reported in this paper is GSE142657. RNA-seq data was used for Figs. 2–4, and Supplementary Figs. 1–4. UCSC mm10 mouse reference genome was used for alignment. All the transcriptomic data associated with this work is publicly available on the resource circadiomics.ics.uci.edu. PPARγ ChIP-seq data used for Fig. 4 was downloaded from GEO, accession number GSE64458^84^. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cocaine-mediated circadian reprogramming in the striatum through dopamine D2R and PPARγ activation
**Source:** Nat Commun. 2020 Sep 7;11:4448. doi: 10.1038/s41467-020-18200-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for Brami-Cherrier et al.**

**Cocaine-mediated Circadian Reprogramming in the Striatum Through Dopamine D2R and PPAR $\gamma$  Activation**

**This PDF File includes:**

Supplementary Figure 1 Pathway analyses in WT and iMSN-D2RKO mice

Supplementary Figure 2 Phase and pathway analyses in WT and iMSN-D2RKO saline-treated mice

Supplementary Figure 3 Phase and pathway analyses in WT and iMSN-D2RKO cocaine-treated mice

Supplementary Figure 4 Pathway analysis of PPAR $\gamma$  target genes in WT cocaine-treated mice

Supplementary Table 1 Statistics for Figure 1d

## Supplementary Figure 1

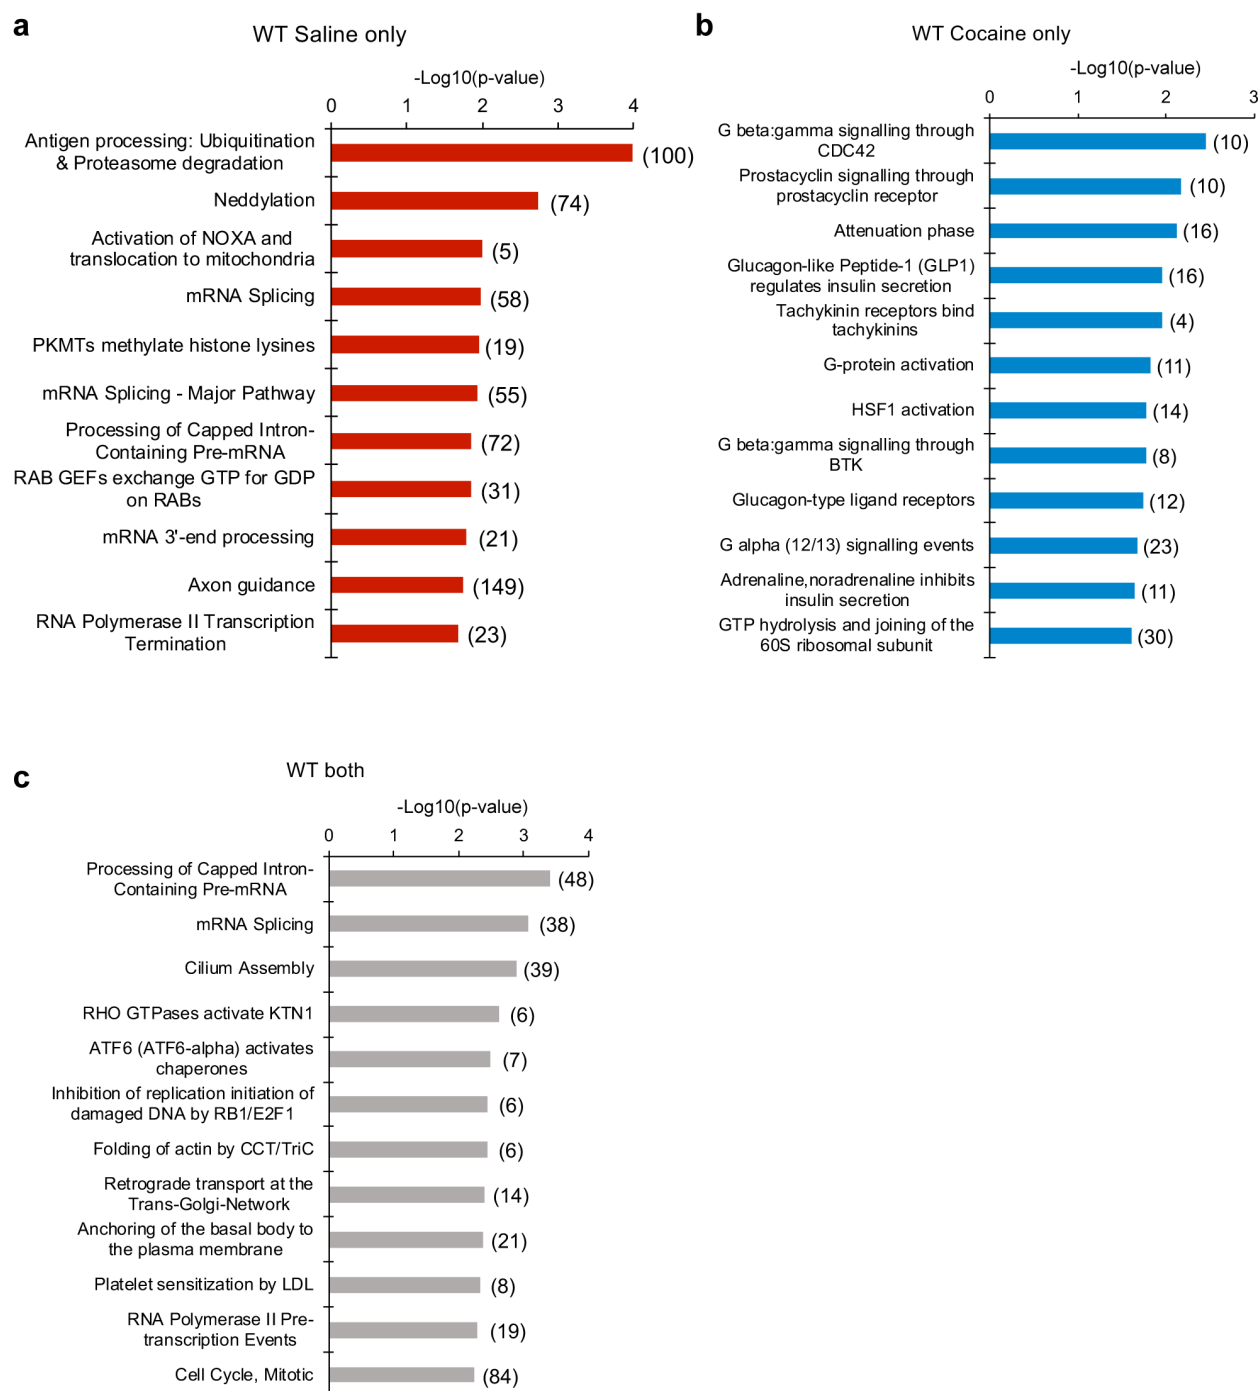

## Supplementary Figure 1 Pathway analyses in WT and iMSN-D2RKO mice

**a-c**, Reactome Pathway analysis of circadian genes oscillating in saline only (**a**), cocaine only (**b**), and both (**c**). Bar charts represent the  $-\text{Log}_{10}(\text{p-value})$  of each enriched term. The number of genes identified in each pathway is shown in parenthesis.

**Supplementary Figure 2**

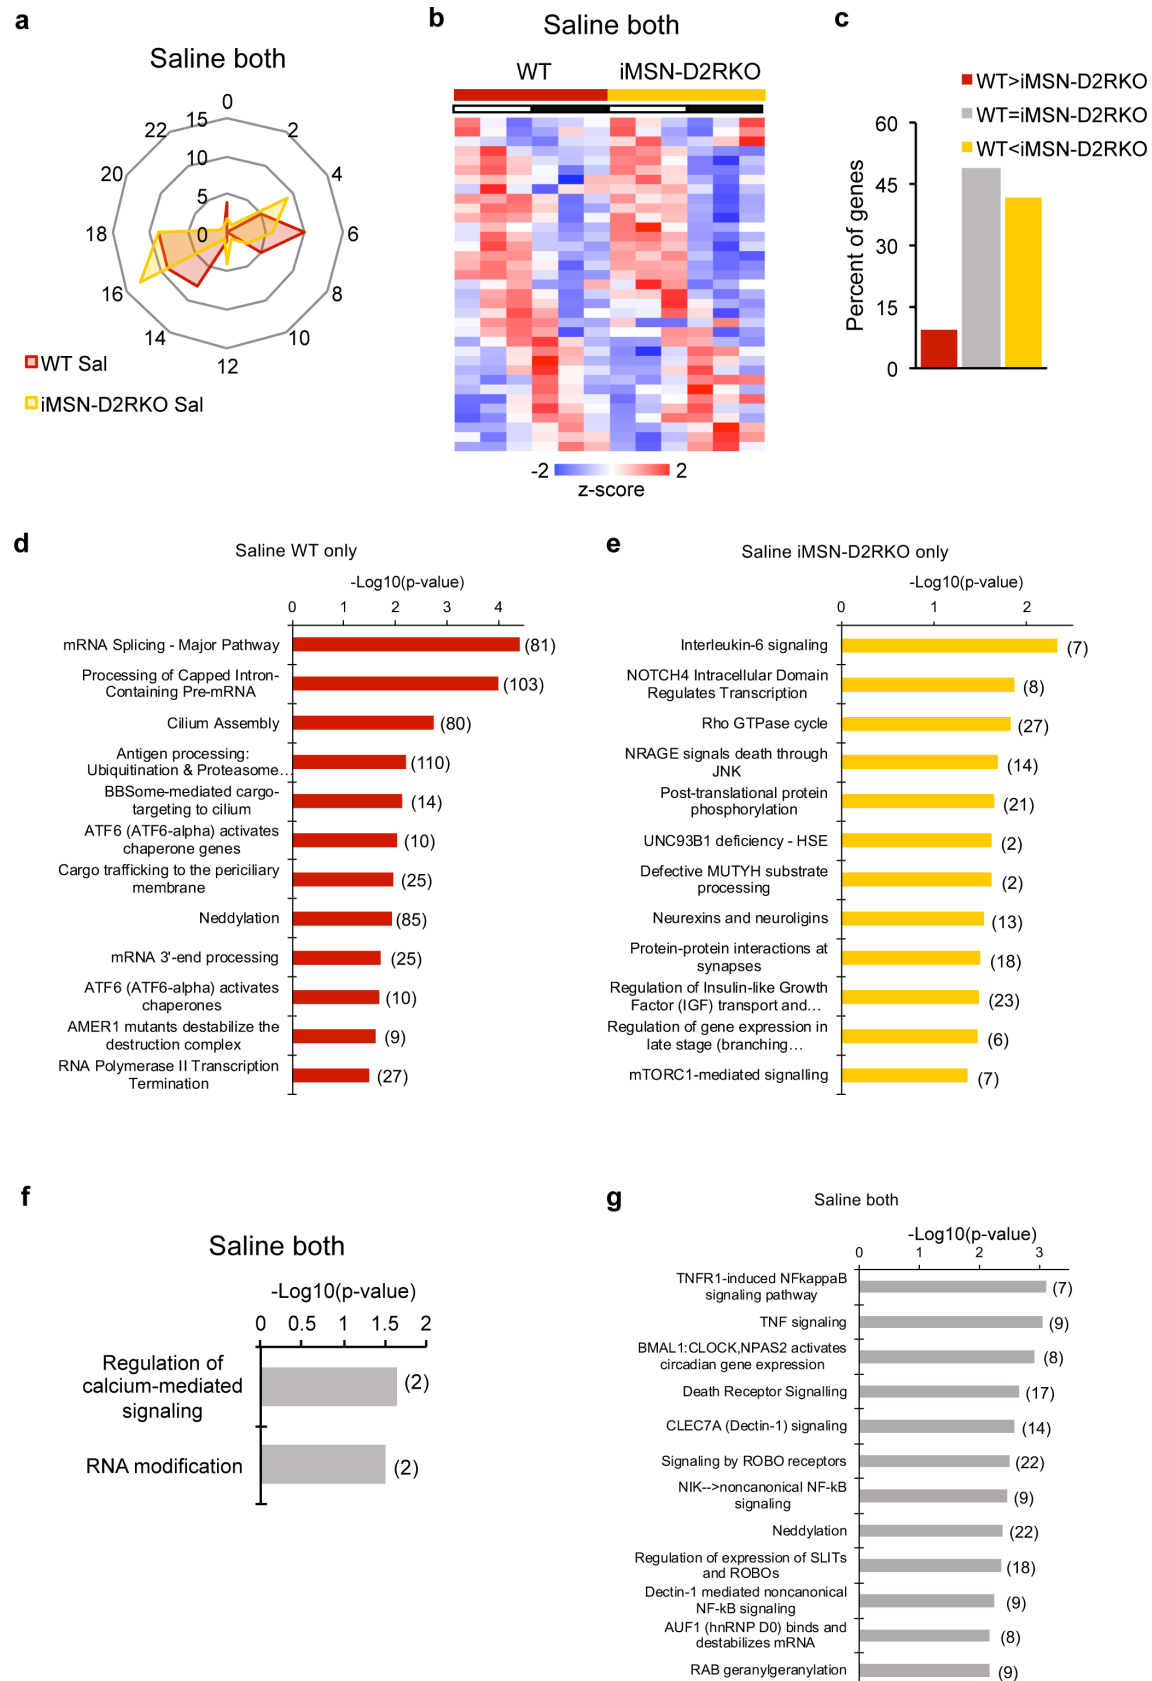

## **Supplementary Figure 2 Phase and pathway analyses in WT and iMSN-D2RKO saline-treated mice**

**a**, Radar plots representing the phase analysis of genes whose expression is circadian in both WT and iMSN-D2RKO saline-treated (Sal) mice. **b**, Heat maps representing genes significantly circadian ( $n=3$ , JTK\_cycle, cutoff  $p<0.01$ ) in both WT and iMSN-D2RKO saline-treated mice. White and black bars indicate the light (ZT3, 7, 11) and dark (ZT15, 19, 23) timepoints respectively. **c**, Amplitude analysis of NAcc transcripts rhythmic in “both” WT and iMSN-D2RKO saline-treated mice. The percentage of genes with amplitude higher, lower or equal to WT is reported. **d** and **e**, Reactome Pathway analysis of circadian genes oscillating in WT only (**d**) and iMSN-D2RKO only (**e**) saline-treated mice. Bar charts represent the  $-\text{Log}_{10}(\text{p-value})$  of each enriched term. The number of genes identified in each pathway is shown in parenthesis. **f**, DAVID Gene Ontology Biological Process analysis of circadian genes oscillating in both WT and iMSN-D2RKO saline-treated mice. Bar charts represent the  $-\text{Log}_{10}(\text{p-value})$  of each enriched term. **g**, Reactome Pathway analysis of circadian genes oscillating in both WT and iMSN-D2RKO saline-treated mice. Bar charts represent the  $-\text{Log}_{10}(\text{p-value})$  of each enriched term. The number of genes identified in each pathway is shown in parenthesis.

**Supplementary Figure 3**

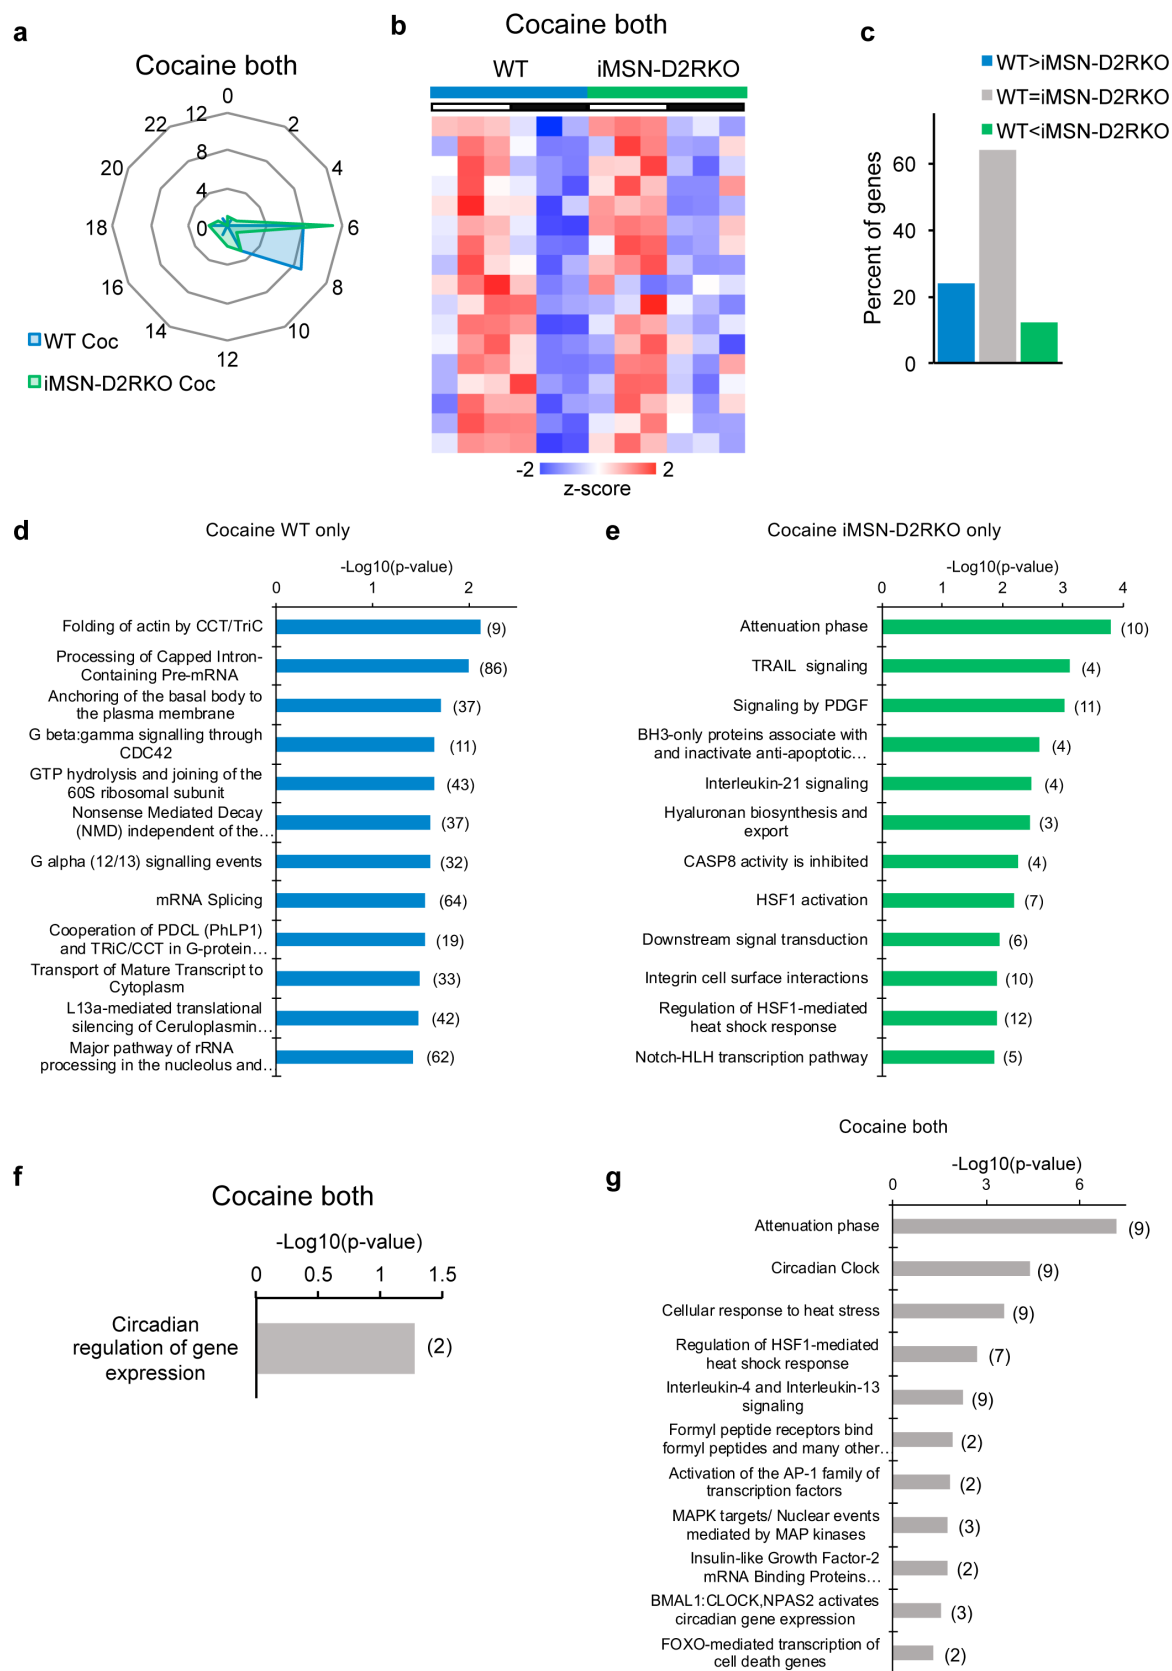

### **Supplementary Figure 3 Phase and pathway analyses in WT and iMSN-D2RKO cocaine-treated mice**

**a**, Radar plots representing the phase analysis of genes whose expression is circadian in both WT and iMSN-D2RKO cocaine-treated (Coc) mice. **b**, Heat maps representing genes significantly circadian ( $n=3$ , JTK\_cycle, cutoff  $p<0.01$ ) in both WT and iMSN-D2RKO cocaine-treated mice. White and black bars indicate the light (ZT3, 7, 11) and dark (ZT15, 19, 23) timepoints respectively. **c**, Amplitude analysis of striatal transcripts rhythmic in “both” WT and iMSN-D2RKO cocaine-treated mice. The percentage of genes with amplitude higher, lower or equal to WT is reported. **d** and **e**, Reactome Pathway analysis of circadian genes oscillating in WT only (**d**) and iMSN-D2RKO only (**e**) cocaine-treated mice. Bar charts represent the  $-\text{Log}_{10}(\text{p-value})$  of each enriched term. The number of genes identified in each pathway is shown in parenthesis. **f**, DAVID Gene Ontology Biological Process analysis of circadian genes oscillating in both WT and iMSN-D2RKO cocaine-treated mice. Bar charts represent the  $-\text{Log}_{10}(\text{p-value})$  of each enriched term. **g**, Reactome Pathway analysis of circadian genes oscillating in both WT and iMSN-D2RKO cocaine-treated mice. Bar charts represent the  $-\text{Log}_{10}(\text{p-value})$  of each enriched term. The number of genes identified in each pathway is shown in parenthesis.

## Supplementary Figure 4

**a**

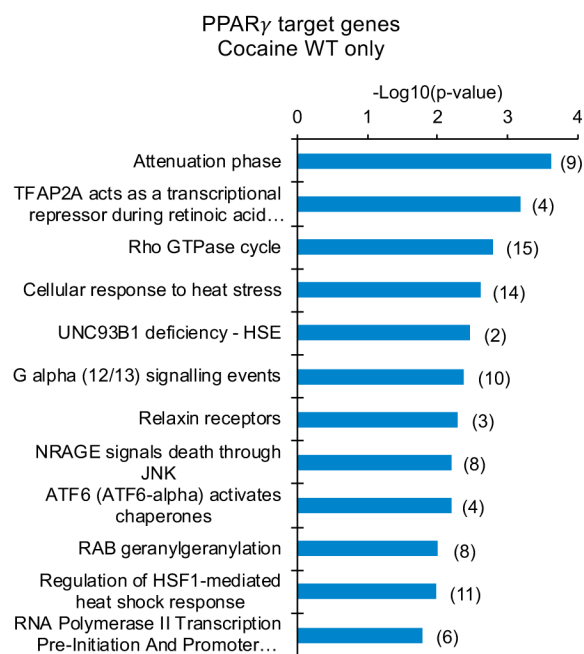

### Supplementary Figure 4 Pathway analysis of PPAR $\gamma$ target genes in WT cocaine-treated mice

**a**, Reactome pathway analysis of oscillatory PPAR $\gamma$  target genes in cocaine-treated WT mice (n=3, JTK\_Cycle, cutoff  $p < 0.01$ ). Bar charts represent the  $-\text{Log}_{10}(\text{p-value})$  of each enriched term. The number of genes identified in each pathway is shown in parenthesis.

**Supplementary Table 1 Statistics for Figure 1g**

| <b>Bmal1</b>                | <b>SS</b> | <b>DF</b> | <b>MS</b> | <b>F (DFn, DFd)</b> | <b>P value</b> |
|-----------------------------|-----------|-----------|-----------|---------------------|----------------|
| Time                        | 1.811     | 5         | 0.3622    | F (5, 48) = 6.805   | P<0.0001       |
| Treatment                   | 0.1942    | 1         | 0.1942    | F (1, 48) = 3.649   | P=0.0621       |
| Genotype                    | 0.2022    | 1         | 0.2022    | F (1, 48) = 3.798   | P=0.0572       |
| Time x Treatment            | 0.4559    | 5         | 0.09119   | F (5, 48) = 1.713   | P=0.1497       |
| Time x Genotype             | 0.2632    | 5         | 0.05264   | F (5, 48) = 0.9889  | P=0.4345       |
| Treatment x Genotype        | 0.1025    | 1         | 0.1025    | F (1, 48) = 1.926   | P=0.1716       |
| Time x Treatment x Genotype | 0.1459    | 5         | 0.02917   | F (5, 48) = 0.5481  | P=0.7389       |
| <b>Cry1</b>                 | <b>SS</b> | <b>DF</b> | <b>MS</b> | <b>F (DFn, DFd)</b> | <b>P value</b> |
| Time                        | 1.743     | 5         | 0.3487    | F (5, 48) = 5.429   | P=0.0005       |
| Treatment                   | 0.006013  | 1         | 0.006013  | F (1, 48) = 0.09362 | P=0.7609       |
| Genotype                    | 0.1796    | 1         | 0.1796    | F (1, 48) = 2.796   | P=0.1010       |
| Time x Treatment            | 0.3174    | 5         | 0.06349   | F (5, 48) = 0.9885  | P=0.4346       |
| Time x Genotype             | 0.08598   | 5         | 0.0172    | F (5, 48) = 0.2678  | P=0.9285       |
| Treatment x Genotype        | 0.1282    | 1         | 0.1282    | F (1, 48) = 1.996   | P=0.1641       |
| Time x Treatment x Genotype | 0.17      | 5         | 0.034     | F (5, 48) = 0.5294  | P=0.7529       |
| <b>Per1</b>                 | <b>SS</b> | <b>DF</b> | <b>MS</b> | <b>F (DFn, DFd)</b> | <b>P value</b> |
| Time                        | 0.9461    | 5         | 0.1892    | F (5, 48) = 6.215   | P=0.0002       |
| Treatment                   | 0.005365  | 1         | 0.005365  | F (1, 48) = 0.1762  | P=0.6765       |
| Genotype                    | 0.3202    | 1         | 0.3202    | F (1, 48) = 10.52   | P=0.0022       |
| Time x Treatment            | 0.685     | 5         | 0.137     | F (5, 48) = 4.500   | P=0.0019       |
| Time x Genotype             | 0.1803    | 5         | 0.03607   | F (5, 48) = 1.185   | P=0.3307       |
| Treatment x Genotype        | 0.0006089 | 1         | 0.0006089 | F (1, 48) = 0.02000 | P=0.8881       |
| Time x Treatment x Genotype | 0.08812   | 5         | 0.01762   | F (5, 48) = 0.5789  | P=0.7159       |
| <b>Dbp</b>                  | <b>SS</b> | <b>DF</b> | <b>MS</b> | <b>F (DFn, DFd)</b> | <b>P value</b> |
| Time                        | 7.595     | 5         | 1.519     | F (5, 48) = 6.853   | P<0.0001       |
| Treatment                   | 0.7277    | 1         | 0.7277    | F (1, 48) = 3.283   | P=0.0762       |
| Genotype                    | 0.002965  | 1         | 0.002965  | F (1, 48) = 0.01338 | P=0.9084       |
| Time x Treatment            | 0.9625    | 5         | 0.1925    | F (5, 48) = 0.8685  | P=0.5092       |
| Time x Genotype             | 0.364     | 5         | 0.07281   | F (5, 48) = 0.3285  | P=0.8933       |
| Treatment x Genotype        | 0.0834    | 1         | 0.0834    | F (1, 48) = 0.3763  | P=0.5425       |
| Time x Treatment x Genotype | 1.899     | 5         | 0.3799    | F (5, 48) = 1.714   | P=0.1495       |

# Supplementary material for: Cocaine-mediated circadian reprogramming in the striatum through dopamine D2R and PPARγ activation
**Source:** Nat Commun. 2020 Sep 7;11:4448. doi: 10.1038/s41467-020-18200-6
**Supplement:** Supplementary file 2 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

LASX v3.7.0 (Leica) was used to collect immunofluorescence images. Minimitter Vital View v5.0 software was used to acquire locomotor activity data. qPCR data was collected using BIO-RAD CFX Manager Software v3.1. The multiplexed libraries were sequenced using HiSeq control software version HCS 2.2.58 with real time analysis software, RTA v1.18.64.

#### Data analysis

R package v3.2.3, bowtie v2.3.4, TopHat v2.1.1 and Cufflinks v0.12.1 were used for raw RNA-seq analysis; JTK\_CYCLE v3.1 and MotifMap (Daily et al., BMC Bioinformatics 2011) were used for RNA-seq analysis; RStudio v1.2.5033, gplots v3.0.3 package was used for heatmap generation. Software Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 and Reactome v3.7 were used for gene ontology biological process analysis; LASX v3.7.0 (Leica) was used for immunofluorescence quantification; Clocklab software v2.72 (Matlab R2013a v9.7.0.1296695) was used for locomotor activity analyses, GraphPad Prism 8.3.0 was used for statistical analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq data has been deposited in the Gene Expression Omnibus (GEO) with the accession number GSE142657. RNA-seq data was used for Figure 2, Figure 3, Figure 4, and Supplementary Figures 1-4. UCSC mm10 mouse reference genome was used for RNA-seq alignment. All the transcriptomic data associated with this work is publicly available on the resource circadiomics.ics.uci.edu. PPAR $\gamma$  ChIP-seq data was downloaded from GEO accession number GSE64458 was used for Figure 4.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen based on numbers we used for previous publications (Lewis et al., Cell Rep 2020, Cervantes et al., iScience 2020) reporting similar experiments with a minimum of n=3. |
| Data exclusions | No data were excluded.                                                                                                                                                                        |
| Replication     | Each experiment was repeated at least twice to ensure the reproducibility of the results.                                                                                                     |
| Randomization   | Animals were randomly assigned to a treatment group and a timepoint for sacrifice.                                                                                                            |
| Blinding        | Investigators were blinded for group allocation, data collection and analysis.                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-PPARγ antibody (1:1000 for IF, Novus Biotechnologies Cat.# NBP1-61399; 2 mg for ChIP, abcam Cat.# ab41928), anti-rabbit Alexa488 (1:600 for IF, Life 481 technologies Cat.# A-11034), anti-DIG-AP (1:5000 for in situ, Roche Cat.# 11093274910)                              |
| Validation      | PPARγ antibody Novus Biotechnologies Cat.# NBP1-61399 was validated per manufacture's website for IF in mouse brain tissue; Abcam Cat.# ab41928 was validated for ChIP in mouse by manufacture, labeled as "ChIP-grade" and previously reported in Murakami et al. EMBO Rep 2016. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | WT and iMSN-D2RKO male mice (C57BL/6J background) were treated and sacrificed at 3-5 months old. Animals were individually housed for locomotor analysis, group housed otherwise, fed ad. libitum in 12h light/dark cycle, ~25°C, 45-60% humidity. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                           |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                       |
| Ethics oversight        | All animal experimental procedures were approved by the Institutional Animal Care and Use Committee of the University of California, Irvine.                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

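RNA from NAcc punches of WT and iMSN-D2RKO mice, taken every 4 h at 6 time points after saline or 20 mg/kg cocaine at ZT3, was sequenced by the authors. They prepared stranded poly(A) libraries, sequenced them as single-end reads and aligned the reads to mm10 with TopHat 2.1.1 and Bowtie2 2.3.4. With Cufflinks, whose version the paper gives as 0.12.1, Cuffmerge, Cuffquant and Cuffnorm, the authors computed FPKM per gene, and these FPKM are the values analysed. The annotation release and the normalization option of Cuffnorm are not named in the paper's text. The table holds 24138 genes in 72 columns, without a filter on low values, and 20244 genes have an FPKM above 0 in at least 1 library. The 6 libraries of ZT3 are listed in 2 columns each with identical values, once in the saline and once in the cocaine series, which leaves 66 distinct libraries in 22 groups of 3. All columns were mapped to a sample. No mitochondrial gene is listed, 355 entries join several genes and 163 symbols occur more than once, and each entry was kept as a gene. Positions of genes are those of GRCm38, which is mm10.

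Total FPKM ran from 364078 to 690048 per library, and from 12496 to 13028 genes reached 1 FPKM. Read numbers are not known. A relative depth was estimated from 1363 genes listed above 0 in 3 to 15 libraries and under 1 FPKM in all, and ran from 0.386 to 1.76. The precision of a value was therefore taken from the 3 replicates. Checks of samples covered Drd2 and the first axis of the differences within groups, which gave the 13 set-apart libraries. The second axis held 14.0% of that variance.

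JTK_CYCLE 3.1 was implemented in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. It was run on FPKM with periods of 20 and 24 h, and longer periods of the paper's window were not tested. Phase and amplitude follow the best pair of period and phase, and the amplitude is a median over time points. The order in which ties between time points are broken and the use of medians were settled after several tries by comparison with the WT saline columns of the paper's source table for Fig. 2a. The WT cocaine columns were then compared without further change. The phase was as listed for 99.4% of 1188 genes in saline and 99.2% in cocaine, and the corrected p-value for 99.8% and 99.6%. The listed amplitude was met for 28.5% of 1188 genes in saline and 29.4% in cocaine. Where all replicates were kept, it was met for all genes at 24 h and for 7.84% and 4.93% at 20 h, and where an outlier was removed for 9.28% of 442 and 6.25% of 416 genes. Amplitudes at 20 h or after outlier removal thus mostly differ from the paper's. Among rhythmic genes, 87.4% of 111 and 82.5% of 80 amplitudes lay within 1.2 times of the listed one. Dixon's test was applied as in the paper, which does not name its level. The level of 95% gave other replicate numbers than listed at 9 and 10 combinations of gene and time point, all with a replicate at 0, and levels of 90 and 99% gave the listed number at 93.5% and 94.8% in saline. Genes with at least 1 FPKM in at least 1 library of the compared series were tested. On simulated series, 94.9% of 196 recovered genes had a phase within 2 h of the true one, and the exact tail probability was 0.0121 against 0.0116 in 20000 permutations.

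Level and rhythm were compared between groups with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with empirical Bayes moderation and a trend, and with Benjamini-Hochberg adjustment over all genes tested. Log2 fold changes on this scale are smaller than those of FPKM for genes of low FPKM. Rhythm was modelled by the cosine and sine of a 24 h cycle and tested by an F test of their interaction with the group, and level by the group effect with time point as a factor. The ZT3 libraries were left out of comparisons between cocaine and saline, which share them, and of the level comparison between the genotypes after cocaine. The effect of cocaine at ZT7 was a contrast in a fit of all 66 libraries, and its difference between the genotypes a contrast added after the other tests were fixed. Tested on 13958 genes, the level test found 193 of 200 added changes of 1 on the log2 scale and called 13 other genes. The rhythm test, on 13971 genes, found 89% of those added with an amplitude of 1 and called 9 others. Smaller changes were not tested in this way. The simulated noise was independent between genes and libraries and lacked the first axis of the differences within groups, so these shares need not hold for the real libraries. Gene families were compared by Fisher's exact test among the genes tested in both series. Families of chaperones, splicing factors, solute carriers, ER to Golgi transport, steroid metabolism, zinc finger and related transcription factors and clock genes were defined by symbols. Marker lists for neighbouring tissues and cell types were also written down.

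Genes were named by a rule set before the data were examined, as were the comparisons, the tests, the gene lists and the main alternatives. The rule admits every gene that the paper names and the clock genes, for each test or list the 3 genes with the smallest p-value among those with a mean FPKM of at least 5, and of other lists the 3 most abundant genes where the list is reported. Not each gene that the rule admits is given, and genes outside it are marked as named after their values were seen. Alternatives were the pseudocount, filters on FPKM, rescaling of the libraries, the limits on p-values and amplitudes, Dixon's level, the periods, a cosinor F test in place of JTK_CYCLE, and leaving out each replicate or time point. Splits of the samples numbered 100, drawn with a fixed seed where more exist, and 10 for 6 libraries at ZT7. Figures were drawn with matplotlib 3.10.9.

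Gene Ontology, Reactome and transcription factor motifs, and with them the targets of PPARγ, were not analysed here, since they need annotations outside the deposited values. Measurements by quantitative PCR and of behaviour were not analysed either.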

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

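The tests of explanations and the splits of the samples in this part were written down before their results were seen. The settings that leave out the 13 set-apart libraries, use the library score as a covariate or leave out 1 iMSN-D2RKO library were chosen after the data were examined, as was the test of the difference between the genotypes in the effect of cocaine at ZT7. The test near Drd2 was first taken to leave the question open under 20 genes, and its reading for the 7 genes after cocaine was chosen after its value was seen.

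At ZT7, the effect of cocaine differed between the genotypes for 2 genes in a limma test of the difference itself, and 924 genes had an unadjusted p-value under 0.05. They were Stbd1 and Cd72, both named after their values were seen and both of low FPKM. Stbd1 fell from 0.898 ± 0.257 to 0.167 ± 0.0649 FPKM after cocaine in WT, lower in 3 of 3 libraries, and had 0.179 ± 0.141 and 0.582 ± 0.394 FPKM in iMSN-D2RKO, higher in 2 of 3 (SD, n = 3). The log2 effect of cocaine in WT minus that in iMSN-D2RKO was -1.09 for Stbd1 (standard error 0.20, limma adjusted p = 0.0151, from 0.00272 to 0.180 over the alternatives). Cd72 had 0.249 ± 0.118 and 0.561 ± 0.285 FPKM in WT and 3.69 ± 3.08 and 0.295 ± 0.0997 in iMSN-D2RKO (SD, n = 3), with a difference of 1.94 (standard error 0.38, limma adjusted p = 0.0394, from 0.0315 to 0.544). Of 100 splits of the 12 libraries, the real one included, 4 gave at least 2 genes, and the highest count of a split other than the real one was 18.

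The technical explanations that apply are 1 unusual library, the set-apart libraries and low FPKM. Replicate 1 of iMSN-D2RKO saline ZT7 has the highest total FPKM of all libraries, and without it 0 genes differed. Without the 13 set-apart libraries, 1 of which is an iMSN-D2RKO cocaine library at ZT7, 0 genes differed as well, while 5 differed with the library score as a covariate. The result may therefore rest on single libraries. A response of these genes that depends on the D2R stays open and was not tested apart from this comparison.

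In the RNA-seq data the paper compares the genotypes by their rhythms, and by quantitative PCR it gives genotype effects for Per1, Kcnd1 and Gabrd. The mean level over all time points differed between the genotypes for 27 genes in saline, 20 of them higher in libraries labelled iMSN-D2RKO, and for 7 genes after cocaine, all 7 higher. Of 100 splits of the libraries within time points, the real one included, 2 gave as many genes in saline and 1 in cocaine. The highest counts of the splits other than the real one were 1488 in saline and 1 in cocaine. The 7 genes, Snx31, Fst, Anxa3, Pdlim3, Nxf7, Inhba and Penk, were all among the 27. Of these, Snx31, Fst, Pdlim3 and Nxf7 were named after their values were seen. Shisa8 was higher in 18 of 18 iMSN-D2RKO saline libraries, by 0.92 on the log2 scale (standard error 0.13, limma adjusted p = 1.94e-04, from 7.04e-08 to 0.0595 over the alternatives). Penk, which the striatal neurons of the indirect pathway express, had 1326 ± 281 FPKM in WT and 2484 ± 1771 in iMSN-D2RKO in saline (SD, 18 libraries each). It was higher in 18 of 18 libraries, by 0.76 (standard error 0.15, limma adjusted p = 0.0165, from 1.89e-04 to 0.719). After cocaine Penk was higher in 14 of 15 libraries, by 0.69 (standard error 0.13, limma adjusted p = 0.0224, from 0.00462 to 1.00). Inhba was higher in 17 of 18 saline libraries, by 0.75 (standard error 0.14, limma adjusted p = 0.00502, from 6.63e-04 to 0.532). The median of Drd1 was 84.8 FPKM in WT and 114 in iMSN-D2RKO.

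The set-apart libraries are spread unevenly over the groups, but the counts rose to 136 in saline and 25 in cocaine with the library score as a covariate, and to 47 and 14 without these libraries. This argues against their spread as the cause. Strain variants next to the targeted gene would place the genes near Drd2 on chromosome 9. Within 20 Mb of Drd2 lie 291 of 13423 tested genes, and 0 of the 26 saline genes with a position lie there, which argues against such variants as the whole cause. After cocaine it was 0 of 7, all of which are among the 27, and this argues against such variants as the whole cause there as well, although 7 genes are few. Variants elsewhere in the genome, and differences in breeding or dissection between the groups of mice, were not tested.

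With replicate 1 of ZT7 included, Drd2 itself was not clearly lower in saline libraries labelled iMSN-D2RKO, so interchanged genotype labels were tested as well. Labels interchanged in 1 treatment would reverse the sign between the treatments, and 100% of the 27 saline genes kept their sign after cocaine, 23 of them with an unadjusted p-value under 0.05. This argues against labels interchanged in 1 treatment, and labels interchanged in both treatments were not tested. The level differences may reflect the deletion of the D2R from iMSNs, which is a hypothesis from the same libraries.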

How the results depend on the processing

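The choices and alternatives were written down before the data were examined, except the settings with the library score, without the 13 set-apart libraries, without replicate 1 of iMSN-D2RKO saline ZT7 and with the paired fit of the cocaine effect between genotypes, which were chosen after seeing the data. A count is called changed here when it moved by more than 1.5 times. Shares of genes were held to a narrower limit, so some shares within 1.5 times are called changed as well. Where no cause is given, the cause was not tested.

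A filter on the mean FPKM of at least 1 changed none of the 12 results it was applied to. Without an FPKM filter, 19 of 21 results kept their value within these limits and 2 rose. With rescaling by the median ratio 20 of 21 did so, and without outlier removal 10 of 11. Without outlier removal and with the next stricter critical value of Dixon's test, 13 genes were shared by both cocaine series. Without an FPKM filter, 3 genes differed at ZT7 in WT and 8 in iMSN-D2RKO. With a pseudocount of 0.1 these were 0 and 1.

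The limit on the p-value of JTK_CYCLE changed every count of rhythmic genes by its construction. At a p-value under 0.05 the rhythmic genes were 3355 in WT saline, 2787 in WT cocaine, 1611 in iMSN-D2RKO saline and 596 in iMSN-D2RKO cocaine, and the shared genes 1132 for the WT series, 476 for saline and 141 for cocaine. At a Benjamini-Hochberg adjusted p-value under 0.05 they were 526, 165, 1 and 0, and the shared genes 29, 0 and 0. WT exceeded iMSN-D2RKO by 1719 genes in saline and 2192 in cocaine at the first limit and by 526 and 164 at the second. The share of cocaine-only genes at 6 to 8 h was 37.8% and 52.9% (saline-only 14.2% and 20.7%), and the share of higher amplitudes was 65.5% at the second limit.

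A cosinor F test in place of JTK_CYCLE gave 2428, 2366 and 729 rhythmic genes in WT saline, WT cocaine and iMSN-D2RKO saline and 957, 253 and 57 shared genes. WT exceeded iMSN-D2RKO by 1693 and 2146 genes, the share at 6 to 8 h was 26.7% against 12.5%, and higher amplitudes made up 60.4%. With a period of 24 h only, iMSN-D2RKO saline had 562 rhythmic genes, 93 of them shared with WT, the share at 6 to 8 h was 37.6% against 14.4%, and 48.3% of the amplitudes were higher. Rescaling the libraries gave a share at 6 to 8 h of 47.7% against 23.9%. An amplitude limit of 1 gave 72.9% higher and 27.1% lower amplitudes, and one of 1.5 gave 29.9% and 6.53%.

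Leaving out 1 time point leaves fewer libraries. It kept 9 of 11 results within the limits for counts and shares for ZT3 and 6 of 11 each for ZT7, ZT11 and ZT23. For ZT15 it kept 5 of 11 and for ZT19 7 of 20. The rhythmic genes of WT saline were 713 without ZT19. Those of WT cocaine were 1873 without ZT15, 485 without ZT19 and 588 without ZT23. Those of iMSN-D2RKO saline were 647 without ZT7, 125 without ZT11, 149 without ZT15, 140 without ZT19 and 639 without ZT23, and those of iMSN-D2RKO cocaine 279 without ZT7, 348 without ZT11 and 81 without ZT19. The WT series shared 126 genes without ZT11, 102 without ZT19 and 107 without ZT23. The saline series shared 166 without ZT7, 16 without ZT11, 19 without ZT15 and 17 without ZT19, and the cocaine series 52 without ZT7, 32 without ZT15 and 6 without ZT19. WT exceeded iMSN-D2RKO in saline by 570 genes without ZT19 and 370 without ZT23, and in cocaine by 391 without ZT11, 1641 without ZT15, 403 without ZT19 and 412 without ZT23. The share at 6 to 8 h was 34.0% against 17.8% without ZT3, 34.6% against 18.7% without ZT7, 32.1% against 10.7% without ZT15 and 18.3% against 10.8% without ZT19. Higher amplitudes made up 47.5% without ZT3 and 46.1% without ZT19. Without ZT19, 15 genes differed in level between the genotypes in saline, and 11 family tests were called.

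Leaving out each replicate number in turn, which leaves 2 libraries per group, weakened 14, 8 and 11 of 22 results. Across these 3 fits, rhythmic genes were from 208 to 798 in WT saline, 214 to 857 in WT cocaine, 81 to 941 in iMSN-D2RKO saline and 59 to 146 in iMSN-D2RKO cocaine. Shared genes were from 20 to 88 for the WT series, 4 to 12 for saline and 0 to 3 for cocaine. WT minus iMSN-D2RKO ran from -736 to 653 genes in saline, reversed at -736 without replicate 2, and from 154 to 790 in cocaine. The share at 6 to 8 h ran from 22.1% to 54.2% and was reversed without replicate 2, at 22.1% against 22.8%. Without replicate 2, the ZT19 libraries left in iMSN-D2RKO saline and in WT cocaine are all set-apart ones. Higher amplitudes ran from 30.7% to 71.4% and were reversed without replicate 3, with 36.4% lower. The genes that differed in level between the genotypes were from 7 to 11 in saline and 0 to 6 in cocaine, those at ZT7 from 0 to 3 in WT and 0 to 1312 in iMSN-D2RKO, and the family calls from 0 to 7. Differences in rhythm stayed between 0 and 1, and those in level between cocaine and saline at 0.

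With the library score removed, 383 genes were rhythmic in iMSN-D2RKO cocaine and 66 shared by the cocaine series, WT exceeded iMSN-D2RKO in cocaine by 614 genes, and 11 family tests were called. Without the 13 libraries, rhythmic genes were 903, 338, 174 and 271 in the order above, shared genes 63 for the WT series and 23 for saline, WT exceeded iMSN-D2RKO in cocaine by 68 genes, the share at 6 to 8 h was 33.5% against 8.69%, and 11 family tests were called. In limma, 1 gene then differed in level between cocaine and saline in WT, 47 and 14 between the genotypes in saline and cocaine, 0 at ZT7 in iMSN-D2RKO and 0 in the cocaine effect. With the score as a covariate, 136 and 25 genes differed between the genotypes, 3 and 19 at ZT7 in WT and iMSN-D2RKO, and 5 in the cocaine effect. Without replicate 1 of iMSN-D2RKO saline ZT7, 5 genes differed at ZT7 in iMSN-D2RKO and 0 in the cocaine effect. From the 6 libraries compared alone, 0 differed at ZT7 in each genotype, with fewer libraries to estimate the variance.

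Whether equal replicate numbers mark paired samples was checked by the correlation of deviations between libraries of different groups. Its median was -0.00269 for equal and 0.00322 for different replicate numbers, and 205 of 693 pairs with equal numbers had a correlation over 0.1, so the numbers give no sign of pairing. A paired fit with replicate number as a replicate block kept 10 of 11 results, and the 1 gene at ZT7 in WT was not called, with 0 genes left.

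Without replicates 2 and 3, the exact p of Tmem100 in WT saline was 7.03e-04 and 0.0286. For the 28 p-values of JTK_CYCLE of named genes, 448 values under 16 settings were computed. Of these 360 were on the same side of the limit, 78 were no longer past it and 5 newly past it. The phase of Tmem100 was reversed in 5, namely in WT saline without replicate 1 (exact p = 0.00173), without ZT3 or ZT23 (exact p = 2.40e-04 each) and without the 13 libraries (exact p = 1.33e-04), and in WT cocaine without the 13 libraries (exact p = 0.00501). For 14 limma results of named genes, 97 of 135 values were on the same side and 38 no longer past the limit, without a reversal.

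Without read counts, no detection limit was computed. Genes of low FPKM are given only where the tests called them, apart from Pparg, which the paper names.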

Differences from the paper's values

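The settings with the library score removed and without the 13 set-apart libraries were chosen after the result was seen. No other test in this part was.

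Of the genes rhythmic in both WT series, 54.3% had a higher amplitude after cocaine, against the paper's 35%. Both are shares of the shared genes, and the limit for an equal amplitude is not stated in the paper's text. Of the alternatives set before the data were examined, those that came within 1.5 times of the paper's value were an amplitude limit of 1.5 (29.9%), no outlier removal (52.3%), the next stricter critical value of Dixon's test (52.1%), a period of 24 h only (48.3%), a p-value under 0.05 (49.1%) and leaving out replicate 3 (30.7%), ZT3 (47.5%), ZT7 (50.6%), ZT19 (46.1%) or ZT23 (48.6%). Those that did not were an amplitude limit of 1 (72.9%), no FPKM filter (53.7%), a mean FPKM of at least 1 (53.7%), rescaled libraries (54.9%), an adjusted p-value under 0.05 (65.5%), the cosinor F test (60.4%) and leaving out replicate 1 (65.0%), replicate 2 (71.4%), ZT11 (55.6%) or ZT15 (57.7%). At the amplitude limit of 1.5, 6.53% had a lower amplitude, against the paper's 13% and 13.4% here.

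The paper gives phases as zeitgeber times. Its source table for Fig. 2b lists the phase of JTK_CYCLE, which counts from the first time point, under that name. Read on that scale, the paper's early peak of the cocaine-only genes is at 6 to 8 h, or ZT9 to ZT11, and its late peak in WT mice at 18 h, or ZT21.

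The paper states that the early peak of the cocaine-only genes has no counterpart in saline. Here, 16.5% of the saline-only genes lay at 6 to 8 h, against 41.6% of the cocaine-only genes, and 22.8% against 22.1% without replicate 2. Without that replicate, only set-apart libraries are left in WT cocaine at ZT19. The paper states that the late peak after cocaine in WT mice is nearly missing in iMSN-D2RKO mice. Here, 30.7% of the genes of iMSN-D2RKO only lay at 16 to 18 h, against 39.7% in WT, and at 18 h alone the shares were 13.9% and 33.6%.

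The paper describes transport and transport from the ER to the Golgi as enriched among the cocaine-only genes, transport among the genes of iMSN-D2RKO only in saline and of WT only after cocaine, and steroid metabolism among those of iMSN-D2RKO only in saline. The families defined here by gene symbols are not the same sets. Solute carrier genes had odds ratios of 1.48, 1.43 and 1.14 in these 3 lists, genes of ER to Golgi transport 1.00 and genes of steroid metabolism 2.13, and none of the 5 was called under any of the 9 settings run, the main one included. The paper describes transcription as enriched among the genes of iMSN-D2RKO only after cocaine. Zinc finger transcription factor genes had an odds ratio of 2.1 there (adjusted exact p = 0.209) and were not called under any of these settings. The paper describes circadian regulation as enriched among the genes shared by both genotypes after cocaine. The clock genes, 1 of 20 here, were not called (adjusted exact p = 0.130), but were called without ZT19 (adjusted exact p = 0.0428), without replicate 2 (adjusted exact p = 0.0337), at a p-value under 0.05 (7 of 141 genes), and, in settings chosen after seeing the values, with the library score removed (6 of 66) and without the 13 libraries (2 of 30).

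The paper describes the amplitudes of the genes shared by the genotypes after cocaine as similar. The median ratio of iMSN-D2RKO to WT was 0.844 here, over 20 genes.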

Other observations

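The tests of peak times, of the difference in the number of rhythmic genes between the genotypes with the library score removed, of time point and depth as explanations for the set-apart libraries, and of genes that fall further there than the striatal markers were chosen only after the result was seen. All others in this part were written down before, but the marker lists were first to argue against other cells with every median under 0.5, and they are read as undecided since their values were seen.

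Along the first axis of the differences within groups, 13 of 66 libraries stood apart, with a gap of 29.2 to the other libraries and the next largest gap at 14.6. That second gap parts 2 more WT cocaine libraries from the rest, replicate 3 at ZT15 (score 12.8, Rps19 20.7 and Rps26 39.9 FPKM) and replicate 2 at ZT19 (score 15.1, Rps19 48.3 and Rps26 1260 FPKM). They share the low Rps19 of the 13 and stay in the results without the 13. The 13 lie in 10 groups that also hold other libraries, 7 with 1 and 3 with 2 of 3. Because the axis was built from differences within groups, such mixed groups follow from its construction. They cannot decide whether time point, genotype or treatment plays a part. Of 36 libraries of the dark phase 12 are among them, and 1 of 30 of the light phase. Their relative depth was lower, at a median of 0.658 against 1.04. Depth alone would leave genes of high FPKM alike, but the median absolute log2 difference over 1696 genes with a mean FPKM of at least 50 was 0.442, against at most 0.121 in 100 draws of other libraries. Of these genes, 760 differed by at least 0.5 and 191 by at least 1. After removal of the trend with transcript length and GC content in each library, 66.5% of the distance was left, and the lowest of the 13 scored 30.2 against 13.0 for the highest other library. Across 9541 genes, which are not independent replicates, the difference had a Spearman correlation of 0.238 with length and -0.572 with GC content. Reads shared with processed pseudogenes would spare genes without one, whose median absolute difference was 0.437 over 1642 genes, against at most 0.118 in the draws.

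Cells of another type in a sample would dilute the genes they lack alike, so no gene would fall further than the markers of striatal neurons. The lowest of 12 such markers differed by -0.91 in the 13 libraries, and 184 of the 1696 genes with a mean FPKM of at least 50 fell further, against at most 7 in the draws. This argues against added cells as the whole cause. The marker lists of other tissues and cells do not decide whether a smaller share was added, since members of most lists go both ways and the NAcc expresses them. The highest of 8 list medians was 0.416, for 6 endothelial genes, of which Itm2a (43.3 FPKM) and Ly6c1 (38.4) were higher by 0.36 and 0.83 and Cldn5 (38.4) differed by -0.97. The 3 most abundant genes were higher together for hypothalamus and septum (Sst 0.43, Dlk1 0.66, Zic1 0.47) and for astrocytes (Slc1a2 0.26, Slc1a3 0.60, Gja1 0.44), while 6 of 10 and 5 of 8 genes of these lists were higher. Such a share and a change of these genes in the NAcc cannot be told apart. The other medians were 0.25 for cortex, 0.30 for hypothalamus and septum, 0.08 for choroid plexus, 0.24 for astrocytes, -0.27 for oligodendrocytes, -0.26 for microglia and -0.59 for blood, and the NAcc libraries express all listed genes of these lists except 1 of 5 of blood. Among lists that do not stand for another tissue, the medians were -0.06 for striatal neurons, -0.23 for immediate early genes, -0.00 for glucocorticoid-induced genes, 0.19 for clock genes and 0.97 for 4 sex-linked genes. Rorb is in the cortex and the clock list, and Per1 in the clock and the glucocorticoid list. Genes of one complex moved apart, since of 22 ribosomal protein genes 2 were higher in the 13 libraries, with a standard deviation of 0.879 against at most 0.156 in the draws. Rps26, named after its values were seen, had 678 ± 59.4 FPKM in the 13 and 195 ± 297 in the other 53 libraries (SD), and Rps19, named likewise, 19.3 ± 3.83 and 144 ± 47.9. A difference in the preparation of these libraries is a candidate explanation that was not tested, since neither labels nor text name a batch. None of the tests above, such as the 66.5% left after length and GC content, identifies a cause.

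Phases of rhythmic genes fell into 2 ranges about 12 h apart, and the set-apart libraries lie mostly at ZT15 to ZT23. If their uneven spread shaped these phases, genes that peak late would be higher in the set-apart libraries of the other genotype, and genes that peak early lower. In WT saline, 95% of 880 genes with a phase of 14 to 20 h were higher there, against 5.91% of 406 with a phase of 2 to 8 h, a difference of 89.1 percentage points. In WT cocaine it was 91.8% of 549 against 7.58% of 488, a difference of 84.2, and in iMSN-D2RKO saline 95.1% of 183 against 5.10% of 157, a difference of 89.99. Among all genes tested for WT, 54.4% were higher. In iMSN-D2RKO cocaine, where 0 of the 3 libraries at ZT19 are set apart, it was 54.4% of 57 against 65.1% of 86, a difference of -10.7, which argues against this explanation there. In the other 3 series the phases are consistent with a contribution of the set-apart libraries, as a hypothesis found on these data. Genes with a daily rhythm could be higher in libraries of the dark phase for biological reasons as well, although the comparison was made within groups. With the library score removed, 533 of 1380 genes of WT saline, 477 of 1090 of WT cocaine, 87 of 367 of iMSN-D2RKO saline and 106 of 157 of iMSN-D2RKO cocaine were called again.

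When all libraries of a series were reassigned to time points, 1 of 100 splits gave as many rhythmic genes for WT saline, 1 for WT cocaine, 5 for iMSN-D2RKO saline and 26 for iMSN-D2RKO cocaine, the real one included. The medians of the splits other than the real one were 62, 70, 50 and 67 genes, and their highest counts 1186, 965, 848 and 3814. When whole time points were reordered with their replicates kept together, 29, 38, 33 and 70 of 100 orders gave as many rhythmic genes. When libraries were swapped between the 2 series of a comparison within time points, 65 of 100 splits gave as few shared genes for the WT series, 49 for saline and 33 for cocaine. The share of cocaine-only genes at 6 to 8 h exceeded that of saline-only genes by as much in 10 of 100 splits, and the share of higher amplitudes was as large in 14.

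WT had 1010 more rhythmic genes than iMSN-D2RKO in saline and 932 more after cocaine. Of 100 splits that swapped libraries between the genotypes within time points, 37 gave a difference as large in saline and 3 in cocaine. With the library score removed the differences were 728 and 614, and 15 and 13 of 100 splits were as large. In saline, the uneven spread of the set-apart libraries and the genotype cannot be told apart as sources of the difference. Many splits gave a difference as large with or without the score. Most of the difference in saline was left without the 13 libraries. After cocaine, fewer splits were as large in either direction while the score was in the data than with it removed (3 and 13 of 100), so the difference may depend in part on the uneven spread, with 68 genes left without the 13 libraries. Leaving out the 13 keeps only replicate 2 of WT cocaine at ZT19 but all 3 iMSN-D2RKO cocaine libraries. What is left of the difference after cocaine in that setting is therefore not on equal terms. Replicate 1 of iMSN-D2RKO saline ZT7 does not account for the low count in iMSN-D2RKO saline, since 337 genes were rhythmic without it. An effect of the D2R on the number of rhythmic genes stays open.

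In the limma tests, each of 100 splits gave at least the 0 genes found for the differences in rhythm between cocaine and saline in WT (198 at an unadjusted p-value under 0.05) and in iMSN-D2RKO (789) and between the genotypes in saline (355) and cocaine (895). The same held for the differences in level between cocaine and saline in WT (365) and in iMSN-D2RKO (425), where 100 of 100 splits reached 0. With 0 genes found every split reaches the count, so these 100 of 100 say nothing about the grouping. At ZT7, 3 of the 10 splits of the 6 libraries gave at least the 1 gene found in WT and 3 of 10 at least the 2 found in iMSN-D2RKO, and 10 splits are too few to reach a share under 0.1. The 2 genes in iMSN-D2RKO were Cd72, which fell from 3.69 ± 3.08 to 0.295 ± 0.0997 FPKM (log2 fold change -1.63, standard error 0.27, limma adjusted p = 0.00271, from 1.62e-04 to 0.762 over the alternatives), and Lsr, which fell from 6.32 ± 2.05 to 3.03 ± 0.435 FPKM (log2 fold change -0.83, standard error 0.15, limma adjusted p = 0.00881, from 0.00756 to 0.762). Both were lower in 3 of 3 libraries and named after their values were seen.

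Ttr, a marker of the choroid plexus, was higher at ZT3, from 56.1 to 166 FPKM in 6 libraries (median 99.1), than later, with a median of 0.116 and a highest value of 1104 in 60 libraries, of which 4 exceeded the lowest ZT3 library. If choroid plexus tissue in the dissected samples were the source, the other genes of its list would follow Ttr. The Spearman correlation of Ttr with their median was 0.516 over 66 libraries (permutation p = 3.0e-05) and the Pearson correlation 0.666 (permutation p = 1.0e-05, the smallest that the permutations can give), or 0.502 without the 2 libraries farthest from the median. This was 1 relation tested. Clic6, the next most abundant gene of the list, had a median of 6.14 FPKM at ZT3 and 6.71 later. Because the other genes are also expressed in the NAcc at a level that would hide a small share of choroid plexus, tissue carried over and a change of Ttr in the NAcc cannot be told apart. The values within ZT3 come from libraries that are not set apart.

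The paper measured Bmal1, Cry1, Dbp and Per1 in Fig. 1g by quantitative PCR. In the RNA-seq libraries, Cry1 was rhythmic in WT saline (exact p = 0.00533, 20.2 ± 1.95 FPKM at ZT15 and 11.9 ± 1.10 at ZT7, SD, n = 3) and not called in WT cocaine (exact p = 0.0269), iMSN-D2RKO saline (exact p = 0.0476) or iMSN-D2RKO cocaine (exact p = 0.0410). Per1 was not called in any series (exact p = 1, 1, 0.0359 and 0.211 in the same order), with 53.2 ± 13.9 FPKM at ZT3 and 22.1 ± 3.58 at ZT23 in WT saline, and was called there without ZT3 (exact p = 0.00760). In iMSN-D2RKO, Arntl had exact p-values of 0.0199 in saline and 0.0154 in cocaine and Dbp of 0.0410 and 0.0199, none of them under 0.01.

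The paper measured Adora2a, Gabrd and Kcnd1 by quantitative PCR. In the RNA-seq libraries all 3 were rhythmic in WT cocaine (exact p = 0.00115, 0.00115 and 0.00253) with a phase of 6 h, and not in WT saline (exact p = 0.995, 0.839 and 1) or iMSN-D2RKO cocaine (exact p = 1 each). Without the set-apart libraries they were not called in WT cocaine (exact p = 0.0435, 0.0435 and 0.0318), and with the library score removed the exact p was 0.211, 0.0809 and 0.00255. In the set-apart libraries they differed from the others of their groups by -0.91, -0.79 and -0.24 on the log2 scale. Adora2a fell from 251 ± 56.8 FPKM at ZT7 to 93.2 ± 19.9 at ZT19 in WT cocaine (SD, n = 3), and Gabrd from 116 ± 11.4 to 50.3 ± 8.40. At ZT7, cocaine changed the 3 genes in WT by 0.30, 0.14 and 0.12 (limma adjusted p = 1 each) and in iMSN-D2RKO by -0.49, -0.63 and -0.04. The difference of these effects between the genotypes was 0.79, 0.77 and 0.16 (limma adjusted p = 0.658, 0.658 and 0.769). Pparg reached at most 0.917 FPKM in a library, with medians of 0.297 in WT and 0.330 in iMSN-D2RKO. It thus missed the filter of at least 1 FPKM in a library and was not tested for rhythm in the main setting.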
